# The microRNA-mediated gene regulatory network in the hippocampus and hypothalamus of the aging mouse

**DOI:** 10.1371/journal.pone.0291943

**Published:** 2023-11-09

**Authors:** Choijamts Munkhzul, Sun Shin Yi, Junhyung Kim, Seongsoo Lee, Hyuntae Kim, Jong-Seok Moon, Mihye Lee

## Abstract

Aging leads to time-dependent functional decline of all major organs. In particular, the aging brain is prone to cognitive decline and several neurodegenerative diseases. Various studies have attempted to understand the aging process and underlying molecular mechanisms by monitoring changes in gene expression in the aging mouse brain using high-throughput sequencing techniques. However, the effect of microRNA (miRNA) on the post-transcriptional regulation of gene expression has not yet been comprehensively investigated. In this study, we performed global analysis of mRNA and miRNA expression simultaneously in the hypothalamus and hippocampus of young and aged mice. We identified aging-dependent differentially expressed genes, most of which were specific either to the hypothalamus or hippocampus. However, genes related to immune response-related pathways were enriched in upregulated differentially expressed genes, whereas genes related to metabolism-related pathways were enriched in downregulated differentially expressed genes in both regions of the aging brain. Furthermore, we identified many differentially expressed miRNAs, including three that were upregulated and three that were downregulated in both the hypothalamus and hippocampus. The two downregulated miRNAs, miR-322-3p, miR-542-3p, and the upregulated protein-encoding coding gene *C4b* form a regulatory network involved in complement and coagulation cascade pathways in the hypothalamus and hippocampus of the aging brain. These results advance our understanding of the miRNA-mediated gene regulatory network and its influence on signaling pathways in the hypothalamus and hippocampus of the aging mouse brain.

## Introduction

Aging is an irreversible, time-dependent process marked by the decline of physiological functions responsible for survival and fertility [1]. This physiological decline leads to loss of organ and tissue function and an increased risk of cancer, diabetes, and cardiovascular disease [2]. Aging of the brain is often associated with a decline in motor, sensory, and cognitive functions, resulting in common neurodegenerative diseases such as Alzheimer’s and Parkinson’s disease [3]. To understand the aging processes, the molecular mechanisms of aging, as well as morphological and physiological changes in the aging brain, have been extensively investigated [4]. In particular, analysis of gene expression changes associated with brain aging can characterize cellular events during aging and may allow prevention or treatment of age-related diseases [5]. Gene expression changes during aging have been reported at cellular, tissue and organism level using *Drosophila* [6, 7], *Caenorhabditis elegans* [8], and mouse models [9]. Several studies have identified differentially expressed genes (DEGs) by comparing young and aged mice, mostly focusing on specific brain regions [10]. Using RNA sequencing (RNA-seq), Shavlakadze et al. [11] identified 229 age-regulated genes with a significant proportion implicated in immune-response signaling pathways in the hippocampal region of rats. Li et al. [12] performed RNA-seq of the hippocampal regions of the mouse brain during aging and found DEGs associated with neuroinflammation. Ximerakis et al. [13] performed single-cell RNA-sequencing (scRNA-seq) of whole brains of young and aged mice and found DEGs involved in protein synthesis, oxidative stress, inflammatory responses, and growth factor signaling. However, the underlying control mechanisms of genome-wide gene expression in aging are still not comprehensively understood.

miRNAs are small non-coding RNAs composed of 19–24 nucleotides that regulate gene expression at the post-transcriptional level [14, 15]. miRNA-mediated regulation of gene expression is critical for most biological processes, including tissue development, cellular differentiation, cell proliferation, and cell death [16]. In humans, 60% of protein-coding genes are regulated by miRNAs [17]. Numerous studies have shown that miRNAs play an important role in regulating aging processes, such as cognitive decline, inflammation, and neurodegenerative diseases, in mouse brains [18–20]. Li et al. [21] analyzed miRNA expression datasets from human prefrontal cortex obtained from individuals aged 2 days to 98 years and proposed that age-related miRNAs play an important role during development and the aging process of the human brain. Danka Mohammed et al. [22] performed small-RNA sequencing (small-RNA seq) of mouse brain hippocampal regions in young and aged mice and identified a differentially upregulated miR-204 target *Ephb2*, which may be involved in age-associated cognitive decline. Inukai et al. [23] investigated miRNA expression in whole brains of young (5-month-old) and aged (24–25-month-old) mice, and found that the predicted target genes of eight age-dependent upregulated miRNAs were enriched in the insulin signaling pathway, which plays a significant role in the aging process [24].

Our understanding of miRNA-mediated regulation of gene expression in the complex aging process remains incomplete. We therefore performed simultaneous analysis of mRNA and miRNA expression in the hypothalamic and hippocampal regions of young and aged mouse brains. Our sequencing data indicated early signatures of aging when comparing gene expression in young (2-month-old) and aged (15-month-old) samples. Several DEGs, including *C4b*, were confirmed in publicly available single-nucleus RNA sequencing (snRNA-seq) data from young (4-month-old) and aged (24-month-old) mouse brains. In addition, we identified differentially expressed miRNAs during aging and predicted the regulatory gene networks of miRNAs and their targets. The complement and coagulation cascades were notably associated with miRNA-mediated gene expression changes during brain aging in both the hypothalamus and hippocampus. Furthermore, coagulation factor III, a primary initiator of the extrinsic coagulation pathway, was detected at a higher level in aged mouse brain than in young mouse brain.

## Results

### Transcriptomic analysis of mRNA expression from the hippocampus and hypothalamus of aging mouse brains

Age-dependent gene expression changes in the mouse brain have been primarily examined in the late stages (24–27-month-old) of aging [11, 12]. Here, we focused on understanding the early events in brain aging, which could reveal triggering factors of the aging process. We investigated mRNA and miRNA expression changes in the relatively early aging process using young (2-month-old) and aged (15-month-old) C57BL/6J mice. Brain tissue has a complex structure with multiple regions [25, 26]. The hypothalamus is a crucial structure in the brain region involved in neuronal, endocrine, homeostatic, and aging processes [27–30]. Age-related changes are observed in the neurons of the hypothalamus that control metabolism and energy expenditure during obesity-associated aging [29, 31, 32]. The hippocampus plays an important role in regulating learning, encoding memory, and memory consolidation, and participates in cognitive aging [33–36]. Age-related decline in hippocampal volume has been well documented and correlates with Alzheimer’s disease and mild cognitive impairment [37–39]. We therefore examined tissue-specific signatures in both the hypothalamus and hippocampus during brain aging. Total RNA isolated from hypothalamic and hippocampal tissues of young and aged mice were used for both mRNA and small RNA sequencing (Fig 1A and S1A Fig). 

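For mRNA sequencing, 12 libraries were made from hypothalamic and hippocampal tissues of 3 young (2-month-old) and 3 aged (15-month-old) mice. The library labels number the young mice 1 to 3 and the aged mice 4 to 6 in both tissues. The authors filtered the reads with SOAPnuke, mapped them with HISAT to mouse mm10, quantified each gene with Bowtie2 and RSEM, and deposited expected counts and FPKM values per gene. The expected counts were not normalized, and genes without a read were not listed. The hypothalamic libraries together listed 18018 genes and the hippocampal libraries 17842, with 16621 to 16874 genes per library. Total counts ranged from 24902188 to 27157819 per library. The median total was 25938741 in young and 26063817 in aged hypothalamic tissue, and 25108435 in young and 26110942 in aged hippocampal tissue. The 10 most abundant genes took 2.89% to 3.19% of the counts of a library. Across genes, which are not independent replicates, the correlation of log2(expected count + 1) between hypothalamic libraries was 0.989 to 0.992 within an age and 0.988 to 0.990 between ages. The hippocampal libraries correlated at 0.988 to 0.991 within an age and 0.987 to 0.989 between ages.
The expected counts were rounded to whole numbers, genes with low counts were removed with filterByExpr of edgeR, and the libraries of each tissue were normalized with TMM and fitted alone. Aged and young mice were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper names the Wald test of DESeq2 for each comparison pair in its section on differential expression, after sentences on small-RNA reads, and this can be read as covering mRNA as well. DESeq2 was run here as an alternative. As in the paper, a gene was called a DEG at a fold change over 1.5 and an adjusted p-value under 0.05. Expression levels are given as CPM, counts scaled to a common size of the TMM-normalized library, as mean ± SD over 3 mice, and positive log2 fold changes mean higher levels in aged mice. With 3 mice against 3, a two-sided exact permutation test of a single gene cannot go below 0.10, the value reached when the young and aged libraries do not overlap. Among 14858 simulated genes, 200 of which were changed 3-fold, the same procedure recovered 199 of the changed genes (99.5%), and 6 of its 205 calls (2.9%) were false. The changed genes were picked among those without low mean counts, and all genes had a single setting for the variation between libraries. The recovered share thus does not describe smaller changes or genes with few counts. Gene positions are those of mouse GRCm38, of which mm10 is another name, counted from 1.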

At the transcriptome level, 17,997 genes were analyzed in hypothalamic tissue (S1 Table). Differential expression analysis revealed 74 downregulated genes and 65 upregulated genes (S1B Fig). 

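In hypothalamic tissue, 14955 genes were tested, and 108 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 54 upregulated and 54 downregulated. An adjusted p-value under 0.05 was reached by 379 genes at any fold change, and an unadjusted p-value under 0.05 by 3463. Of the paper's 139 hypothalamic DEGs, 138 were tested, all 138 changed in the direction the paper gives, and 99 were DEGs here. A further 36 of them had an adjusted p-value between 0.05 and 0.1. DESeq2 called 150 genes, 127 of them among the paper's DEGs. Leaving out 1 mouse gave from 32 DEGs without young mouse 2 to 237 without young mouse 3. When FPKM values replaced the counts, limma called 21 upregulated genes among 69 DEGs on log2(FPKM + 1) and 35 among 108 on log2(FPKM + 0.1). The levels of the young and aged libraries did not overlap for 4112 genes (27.5%), against the 10% that chance gives.
Among the upregulated DEGs without overlap, Gm38666, Crb1, Bdkrb2, Clec7a and Fbxw15 changed most. Gm38666 (NCBI gene 103611158, chromosome 18, 36967631 to 37841873), which overlaps the clustered protocadherin genes and could share reads with them, rose from 0.284 ± 0.0207 to 1.99 ± 0.924 CPM, a log2 fold change of 2.79 (standard error 0.40, adjusted p = 0.0166 from the same test). Its call was lost with mouse 1 or 2 left out (adjusted p from 0.0939 to 0.110) and in a fit of all 12 libraries (adjusted p = 0.0606), and DESeq2 gave it no adjusted p-value. Crb1 (NCBI gene 170788, chromosome 1, 139176649 to 139379316) rose from 0.786 ± 0.217 to 3.58 ± 0.187 CPM (log2 fold change 2.18, adjusted p = 0.00310 from the same test) and stayed a DEG with each mouse left out. It is also listed here as differing between C57BL/6 substrains, which leaving out single mice cannot tell apart from age. Bdkrb2 (NCBI gene 12062, chromosome 12, 105563172 to 105595244) also stayed a DEG in these 6 fits, at 0.517 ± 0.135 CPM in young and 2.21 ± 0.124 CPM in aged mice (log2 fold change 2.09, adjusted p = 0.00776 from the same test). Clec7a (NCBI gene 56644, chromosome 6, 129461591 to 129472785) was at 0.285 ± 0.156 and 1.09 ± 0.215 CPM (log2 fold change 1.92, adjusted p = 0.0488 from the same test), and its call was lost with mouse 1, 2, 4, 5 or 6 left out (adjusted p from 0.0602 to 0.150). Fbxw15 (NCBI gene 382105, chromosome 9, 109552602 to 109568262) had 4 to 6 counts per young library and 15 to 19 per aged library, an increase of 1.75 on the log2 scale (adjusted p = 0.0485 from the same test), and none of the fits without 1 mouse called it (adjusted p from 0.0508 to 0.184). A fit of every gene with at least 1 read (adjusted p = 0.0501) and the fit of all 12 libraries (adjusted p = 0.0813) did not call Fbxw15 either, within a range of 0.0495 to 0.0813 over the alternatives that keep all mice. Of the downregulated DEGs with the largest changes, Itgad (NCBI gene 381924, chromosome 7, 128173933 to 128205504) fell from 2.33 ± 0.617 to 0.828 ± 0.325 CPM (log2 fold change −1.49, adjusted p = 0.0485 from the same test). Muc1 (NCBI gene 17829, chromosome 3, 89229056 to 89233381) fell from 2.03 ± 0.204 to 0.792 ± 0.176 CPM (log2 fold change −1.35, adjusted p = 0.0343 from the same test). Itgad was no DEG with mouse 1, 2, 4 or 6 left out (adjusted p from 0.122 to 0.195) or in the fit of all 12 libraries (adjusted p = 0.0988), and Muc1 was none with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0862 to 0.144) or, at −0.51, on log2(FPKM + 1). DESeq2 gave Bdkrb2, Clec7a, Fbxw15, Itgad and Muc1 no adjusted p-value.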

A total of 17,818 genes were analyzed in hippocampal tissues (S1 Table), with 117 downregulated genes and 83 upregulated genes (fold change > 1.5, p_adj_ < 0.05) (S1C Fig). 

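In hippocampal tissue, 43 of 14820 tested genes were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 upregulated and 27 downregulated. At any fold change, 64 genes had an adjusted p-value under 0.05, while 3363 had an unadjusted p-value under 0.05. All 194 tested genes among the paper's 200 hippocampal DEGs changed in the paper's direction. Of these, 42 were DEGs here, and 131 more had an adjusted p-value between 0.05 and 0.1. In other settings, DESeq2 called 222 genes (87 upregulated), and a fit of all 12 libraries called 271 (97 upregulated). Both called all 43 DEGs, and DESeq2 called all 194 tested genes among the paper's DEGs. On log2(FPKM + 0.1), 14 of 61 DEGs were upregulated. Leaving out 1 mouse gave between 4 DEGs, without aged mouse 4, and 81, without young mouse 1. Without mouse 2, 3, 5 or 6 the numbers were 6, 18, 35 and 27. The young and aged libraries did not overlap for 4237 genes (28.6%), where chance gives 10%.
The largest changes among DEGs without overlap were those of Methig1, Bdkrb2 and Pcdhb8 upward and of Ccnb1, Igf2bp2 and Top2a downward, apart from genes described with the cell types and miRNA targets. Methig1 (NCBI gene 554292, chromosome 15, 100353200 to 100384435) had 0 to 1 counts per young library and 17 to 30 per aged library, at least 7.47-fold higher in aged mice against a floor of 3 counts (adjusted p = 0.0317 from the same test). Bdkrb2 had 0 to 2 counts per young library and 21 to 29 per aged library, at least 8.44-fold higher (adjusted p = 0.0316 from the same test), and its age-by-tissue interaction was not significant (adjusted p = 0.961). The calls of Methig1 and Bdkrb2 held only with young mouse 1 left out or with all mice, and the other 5 fits gave adjusted p-values of 0.0531 to 0.171 for Methig1 and of 0.0545 to 0.171 for Bdkrb2. Pcdhb8 (NCBI gene 93879, chromosome 18, 37355271 to 37357610), which could share reads with other clustered protocadherin genes, rose from 1.13 ± 0.171 to 3.16 ± 0.284 CPM, a log2 fold change of 1.48 (standard error 0.20, adjusted p = 0.0321 from the same test), and was no DEG with mouse 2, 3, 4, 5 or 6 left out (adjusted p from 0.0563 to 0.238). Ccnb1 (NCBI gene 268697, chromosome 13, 100778739 to 100786486) fell from 0.919 ± 0.252 to 0.130 ± 0.0470 CPM (log2 fold change −2.78, adjusted p = 0.0457 from the same test), and no fit without 1 mouse called it (adjusted p from 0.0508 to 0.245). Igf2bp2 (NCBI gene 319765, chromosome 16, 22059009 to 22163299) fell from 1.50 ± 0.0660 to 0.273 ± 0.105 CPM (log2 fold change −2.44, adjusted p = 0.0317 from the same test), a call lost with mouse 2, 3, 4, 5 or 6 left out (adjusted p from 0.0593 to 0.171). Top2a (NCBI gene 21973, chromosome 11, 98992947 to 99024199) fell from 2.80 ± 0.399 to 0.520 ± 0.0913 CPM (log2 fold change −2.42, adjusted p = 0.0172 from the same test), a call lost with mouse 2, 3 or 4 left out (adjusted p from 0.0527 to 0.150).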

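The DEGs of the 2 tissues were compared by gene and direction. Of 14618 genes tested in both tissues, 23 were DEGs in the same direction in both. Abca8a, Bdkrb2, C4b, Entpd4b, Pcdhb3, Pcdhb9, Plin4 and Xdh were the 8 upregulated genes. The 15 downregulated genes were Apcdd1, Ciart, Dbp, Gabra2, Gamt, Gsn, Itm2a, Mal, Mog, Ndn, Nnt, Opalin, Pdlim2, Rnf122 and Wdfy1. With DESeq2 the number was 62, with all 12 libraries in a single fit 57, and at any fold change 37. With each mouse left out in turn it was 4 without aged mouse 4, 5 without young mouse 2, 12 without mouse 6, 14 without mouse 3, 17 without mouse 5 and 19 without mouse 1. Of the 104 hypothalamic DEGs tested in the hippocampus, 99 changed in the same direction there, and all 41 hippocampal DEGs tested in the hypothalamus did so. If the same mice gave both tissues, which the paper's text does not state for each library, these overlaps are not between independent animals. Across genes, which are not independent replicates, the log2 fold changes of the 2 tissues correlated at 0.566.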

Among differentially expressed genes (DEGs), we found 20 upregulated and 34 downregulated genes common to both hypothalamic and hippocampal tissues (fold change > 1.5, p_adj_ < 0.05) (Fig 1B and 1C). 

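Genes that were DEGs in 1 tissue alone numbered 85 in the hypothalamus (46 upregulated, 39 downregulated) and 20 in the hippocampus (8 upregulated, 12 downregulated). Leaving out 1 mouse gave 14 to 223 such genes in the hypothalamus, lowest without young mouse 1 and highest without young mouse 3. The range in the hippocampus was 0, without aged mouse 4, to 62, without young mouse 1. To test whether the age effect itself differed between the tissues, the interaction of age and tissue was fitted over all 12 libraries with the same quasi-likelihood test. None of 15237 genes had an adjusted p-value under 0.05 for this interaction, and 653 had an unadjusted p-value under 0.05. DESeq2 gave 3 genes an adjusted p-value under 0.05 for the interaction. These were Hs3st3a1 (difference in log2 fold change 1.51, adjusted p = 0.0106), Mpeg1 (−0.66, adjusted p = 0.00125) and Stxbp6 (0.38, adjusted p = 0.0106), with the hypothalamic change subtracted from the hippocampal one, and they were chosen after their values were seen.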

Brain region-specific transcriptome analysis also revealed hypothalamus- or hippocampus-specific DEGs, including 45 upregulated and 40 downregulated hypothalamic genes, and 63 upregulated and 83 downregulated hippocampal genes (Fig 1B and 1C). 

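Cd22, Irak3, Defb1, Spag6 and Ly9 were expressed at low levels in hippocampal tissue, and for each of them all 3 aged libraries lay above all 3 young libraries. Cd22 (NCBI gene 12483, chromosome 7, 30865404 to 30880342) rose from 0.105 ± 0.0590 to 0.766 ± 0.223 CPM, from 1 to 4 counts per young library and 14 to 25 per aged library, a log2 fold change of 2.81 (standard error 0.50, adjusted p = 0.0596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irak3 (NCBI gene 73914, chromosome 10, 120141648 to 120202130) rose from 1.17 ± 0.0692 to 2.39 ± 0.282 CPM, a log2 fold change of 1.02 (standard error 0.20, adjusted p = 0.0670 from the same test). The level of Defb1 (NCBI gene 13214, chromosome 8, 21776555 to 21795185) was 0.301 ± 0.123 CPM in young and 1.43 ± 0.602 CPM in aged mice, a log2 fold change of 2.23 (standard error 0.47, adjusted p = 0.0704 from the same test). Spag6 (NCBI gene 381350, chromosome 2, 18694011 to 18749746) rose from 0.989 ± 0.400 to 2.94 ± 0.554 CPM, a log2 fold change of 1.57 (standard error 0.32, adjusted p = 0.0699 from the same test). For Ly9 (NCBI gene 17085, chromosome 1, 171588613 to 171607410), 4 to 7 counts per young library and 16 to 28 per aged library gave a log2 fold change of 1.89 (standard error 0.41, adjusted p = 0.0749 from the same test). None of the 5 genes was a DEG by this test, with all mice or with any 1 mouse left out. DESeq2 called all 5, with adjusted p-values of 0.00724 for Cd22, 0.0196 for Irak3, 0.00470 for Defb1, 0.00196 for Spag6 and 0.0404 for Ly9. The fit of all 12 libraries called them as well. Over the alternatives that keep all mice, the adjusted p-values ran from 0.00581 to 0.0617 for Cd22, 0.0161 to 0.0764 for Irak3, 0.00470 to 0.0724 for Defb1, 0.00196 to 0.0688 for Spag6 and 0.0392 to 0.0802 for Ly9. In hypothalamic tissue, the log2 fold change of Cd22 was 1.34 (adjusted p = 0.0735 from the same test), and its age-by-tissue interaction had an adjusted p-value of 0.999.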

Individual DEGs identified in our data have also been reported in previous studies. Pluvinage et al. [40] found that age-dependent upregulation of *Cd22* in hippocampal tissue is related to cognitive decline in old mice. Furthermore, interleukin-1 receptor-associated kinase 3 (*Irak3*), a cytokine signaling modulator that play an important role in obesity and metabolic syndromes by regulating inflammatory responses, is upregulated with age [41]. Li M et al. [12] found cognitive dysfunction related Defb1, Spag6, and Ly9 genes that are differentially downregulated in the hippocampal tissue of aged mice (12 months) when compared with young mice (2 months), and these genes are reportedly involved in apoptosis and inflammation during aging.

**Fig 1:**
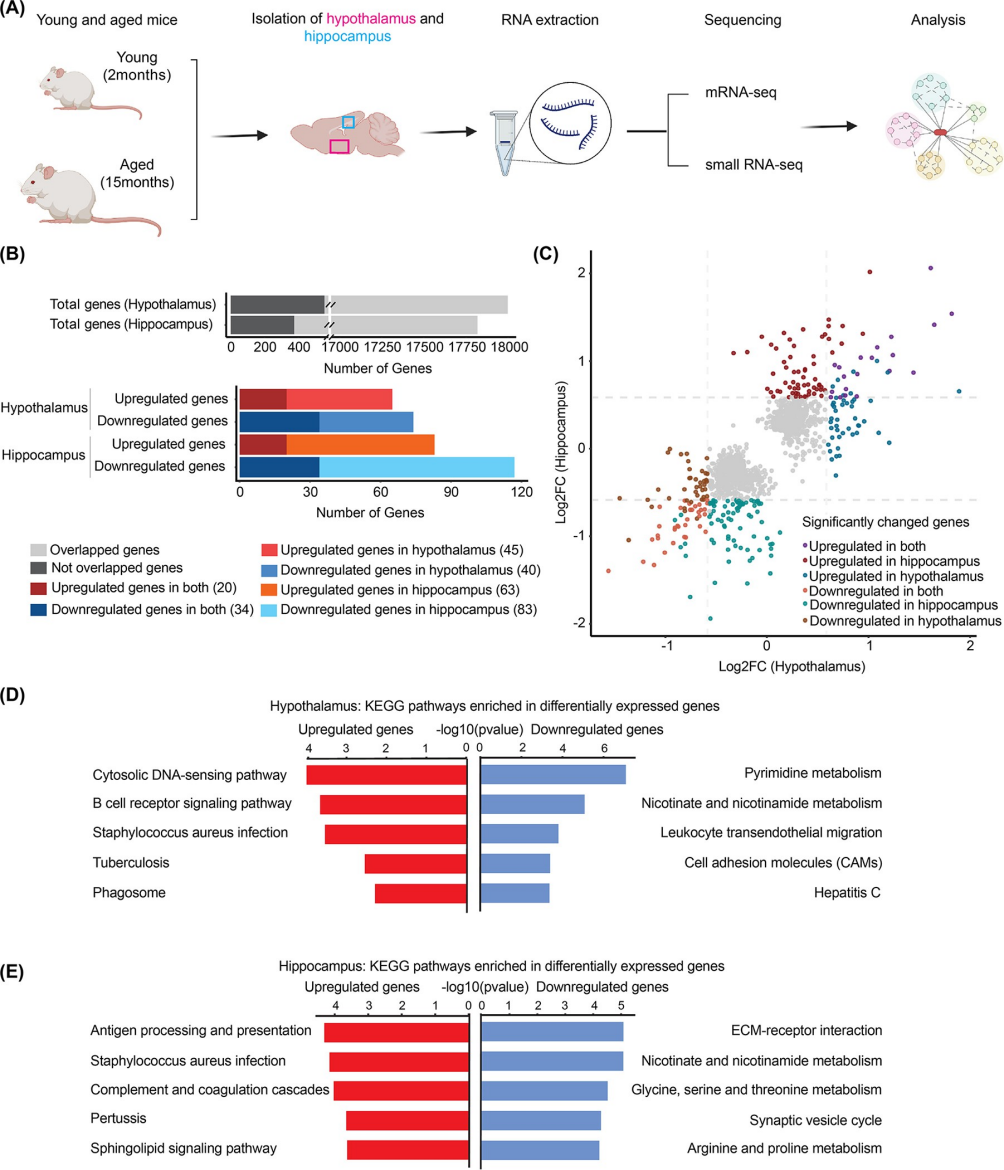
Differentially expressed genes in the hypothalamus and hippocampus of young and aged mice. (A) Schematic of the experimental design. Hypothalamic and hippocampal tissues were dissected from young (2-month-old) and aged (15-month-old) mice. Total RNA was isolated, followed by mRNA and small-RNA sequencing analysis. (Created with Biorender.com) (B) Bar graph showing the number of total detected genes and brain region-specific genes (dark gray) in hypothalamic or hippocampal tissue. These genes were further categorized as either upregulated or downregulated genes (cut off: fold change > 1.5, p_adj_ < 0.05). (C) Scatter plot of expression level changes for a gene set detected in both hypothalamic and hippocampal tissues. Significantly upregulated or downregulated genes (fold change > 1.5, p_adj_ < 0.05) in the hypothalamic or hippocampal tissues during aging are highlighted with colors. (D) Top five KEGG signaling pathways associated with differentially upregulated (red) and downregulated (blue) genes in hypothalamic tissue. (E) Top five KEGG signaling pathways associated with differentially upregulated (red) and downregulated (blue) genes in hippocampal tissue.

### KEGG enrichment analysis of differentially expressed genes

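The sizes of the expression changes were counted over all tested genes, whatever their p-values. In hypothalamic tissue, 14394 of 14955 genes (96.2%) changed by less than 1.5-fold, and 561 changed by more. Of the hippocampal genes, 14081 (95.0%) changed by less than 1.5-fold, and 739 by more. The median absolute log2 fold change was 0.123 in the hypothalamus and 0.146 in the hippocampus. In both tissues at once and in the same direction, 191 of the 14618 genes tested in both changed by more than 1.5-fold. At an unadjusted p-value under 0.05 as well, 369 hypothalamic and 491 hippocampal genes changed by more than 1.5-fold.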

In our analysis, the expression level changes for most genes were under 1.5-fold, with the exception of 54 genes in both tissues, suggesting that changes in mRNA expression are not dramatic during brain aging. Although expression levels of individual genes are only slightly altered, the interconnected gene networks of DEGs can play a triggering role in the aging process and drive critical events. Therefore, to investigate biological pathways linked to DEGs, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of upregulated and downregulated genes in hippocampal and hypothalamic tissues. 

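The deposited gene tables annotate genes with gene ontology (GO) terms, and KEGG pathways were not analysed here. Upregulated and downregulated hypothalamic DEGs were tested apart for each term with 10 to 500 tested genes by a one-sided hypergeometric test, adjusted over 2683 terms by the Benjamini-Hochberg method. The background was the 13277 tested genes with a term, among them 47 upregulated and 51 downregulated DEGs. Upregulated DEGs were enriched in calcium ion binding (10 of 495 genes, adjusted p = 0.0190), cell surface receptor signaling pathway (5 of 109, adjusted p = 0.0404) and homophilic cell adhesion (5 of 112, adjusted p = 0.0404). The 5 genes of homophilic cell adhesion were Gm38666, Pcdhb14, Pcdhb6, Pcdhb9 and Pcdhga2, whose reads the authors' counting could have split. Those of cell surface receptor signaling were Adgre1, Adgrg2, Cd274, Fcgr2b and Lag3. These 10 genes were chosen by their calls, after their values were seen. For immune response, 4 of 101 genes were upregulated DEGs (Cd274, Ctss, Fcgr2b and Irf8; adjusted p = 0.294). In all, 72 terms had an unadjusted p-value under 0.05 among upregulated DEGs. No term passed the threshold for downregulated DEGs, where 69 had an unadjusted p-value under 0.05, the lowest being myelin sheath (5 of 142 genes, adjusted p = 0.495). Without a limit on the fold change, myelin sheath was the 1 term that passed for downregulated genes (13 of 142 genes, adjusted p = 0.000271), and 0 terms passed for upregulated genes. The enrichments did not hold in every fit without 1 mouse. Among upregulated DEGs, 0 terms passed without mouse 1, 2, 4 or 6, 1 without mouse 5 and 3 without mouse 3. Smaller groups also have less power, so these losses do not show that a single mouse decides. Among downregulated DEGs, 7 terms passed without mouse 4 and 1 without mouse 1. With camera over all tested genes of each term, 9 terms were higher and 32 lower in aged mice.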

For hypothalamic tissues, upregulated genes were significantly enriched in cytosolic DNA-sensing and B-cell receptor signaling pathways, whereas downregulated genes were enriched in pyrimidine metabolism and leukocyte transendothelial migration pathways (Fig 1D). 

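In hippocampal tissue, 13 upregulated and 25 downregulated DEGs carried a GO term, among 13172 tested genes with a term. Of 2659 terms, homophilic cell adhesion alone passed the threshold for upregulated DEGs (4 of 111 genes, adjusted p = 0.00857 from the same hypergeometric test), with 22 terms at an unadjusted p-value under 0.05. Its genes were Pcdha12, Pcdhb8, Pcdhb9 and Pcdhga8, chosen by their calls after their values were seen, and it passed again without young mouse 1 (adjusted p = 0.0239) and in none of the other 5 fits that left out a mouse. No term passed for downregulated DEGs, where 50 had an unadjusted p-value under 0.05, but 13 passed without young mouse 1. With camera, 18 terms were higher and 13 lower in aged mice.
Lists of complement, coagulation, antigen presentation and extracellular matrix genes were then tested as sets. They were written after the paper's supplementary gene tables had been read, so they are not independent evidence. Each list was compared with all tested genes by camera with a preset correlation of 0.01, and by fry, both with Benjamini-Hochberg adjustment over the lists of a tissue. Of the 24 complement genes, 11 were higher in aged hippocampal tissue, with a median log2 fold change of −0.04 (camera adjusted p = 0.562, fry adjusted p = 0.448). C4b was the DEG among them, and 2 genes passed when adjusted over the list alone. Coagulation genes were higher in 9 of 17 cases, with a median of 0.00 also when Bdkrb2, whose young libraries were at or under 3 counts, was set at its bound (camera adjusted p = 0.309, fry adjusted p = 0.295). Bdkrb2 was the DEG of this list and the gene that passed when adjusted over the list alone. Class I antigen presentation genes were higher for 12 of 18, with a median of 0.22 (camera adjusted p = 0.0290, up to 0.0588 with each mouse left out, fry adjusted p = 0.0770), no DEG and 0 genes passing when adjusted over the list alone. For class II, 6 of 9 genes were higher, with a median of 0.65, which ran from 0.30 to 0.96 with each mouse left out (camera adjusted p = 0.000539, fry adjusted p = 0.0292). This fry result passed in 1 of 6 fits that left out a mouse, which gave adjusted p-values of 0.0182 to 0.118. H2-Aa was the DEG, and 4 genes passed when adjusted over the list alone. Of 25 extracellular matrix and meninges genes, 20 were lower, with a median of −0.14, from −0.21 to −0.07 with each mouse left out (camera adjusted p = 0.00430, up to 0.204 in these fits, fry adjusted p = 0.295), no DEG and 5 genes passing when adjusted over the list alone.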

For hippocampal tissues, KEGG pathway enrichment analysis revealed that upregulated genes were enriched in complement and coagulation cascades, and antigen processing and presentation pathways, whereas downregulated genes were enriched in ECM-receptor interaction and glycine, serine, and threonine metabolic pathways (Fig 1E). 

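The lists tested in the hippocampus were also tested in hypothalamic tissue. Complement genes had a median log2 fold change of 0.12, with 15 of 23 higher in aged mice (camera adjusted p = 0.00697, fry adjusted p = 0.123), C4b as the DEG and 10 genes passing when adjusted over the list alone. This median ran from 0.02 to 0.19 with each mouse left out, and the camera adjusted p-value reached 0.174. The call was thus not kept in every such fit, where smaller groups also have less power. The class I genes had a median of 0.25, with 14 of 19 higher (camera adjusted p = 0.00251, fry adjusted p = 0.191), no DEG and 8 genes passing when adjusted over the list alone. All 8 class II genes were higher, with a median of 0.32 (camera adjusted p = 0.123, fry adjusted p = 0.428), no DEG and 1 gene passing when adjusted over the list alone, and the median ran from −0.21 to 0.57 with each mouse left out. Coagulation genes had a median of −0.12, with 8 of 19 higher (camera adjusted p = 0.379, fry adjusted p = 0.571), Bdkrb2 as the DEG and 3 genes passing when adjusted over the list alone. The coagulation median ran from −0.24 to 0.04 with each mouse left out. The interferon response list had a median of 0.38, with 20 of 21 genes higher (camera adjusted p = 0.0154, fry adjusted p = 0.535) and 0 genes passing when adjusted over the list alone, and its median ran from −0.05 to 0.60 with each mouse left out, where the camera adjusted p-value reached 0.706. In the hippocampus, its median was 0.07, with 13 of 21 higher (camera adjusted p = 0.266, fry adjusted p = 0.295). The 25 extracellular matrix and meninges genes were all lower in aged hypothalamic tissue, with a median of −0.56 (camera adjusted p = 3.54e-09, fry adjusted p = 0.123), Eln as the DEG, 10 genes passing when adjusted over the list alone, and medians of −1.07 to −0.31 with each mouse left out. Over 22 lists, camera with the preset correlation passed 15 in the hypothalamus and 18 in the hippocampus, fry 8 and 7, and camera with an estimated correlation 0 and 3. Of the lists shown in the plot of immune-related lists, class II in the hippocampus passed fry. After trends of the fold changes on GC content and transcript length were removed, a step chosen after seeing the data, it passed again (fry adjusted p = 0.0178). Class I in the hippocampus (fry adjusted p = 0.0233) and complement in the hypothalamus (fry adjusted p = 0.0339) and the hippocampus (fry adjusted p = 0.0416) then passed as well. For none of them did the age effect differ between the tissues by fry (adjusted p from 0.281 to 0.896), while camera passed the differences of the complement (adjusted p = 0.0188), interferon response (adjusted p = 0.0188) and extracellular matrix lists (adjusted p = 4.57e-05). The paper reasons from the KEGG pathways of the upregulated and downregulated genes in each tissue.

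**Figure D1:**
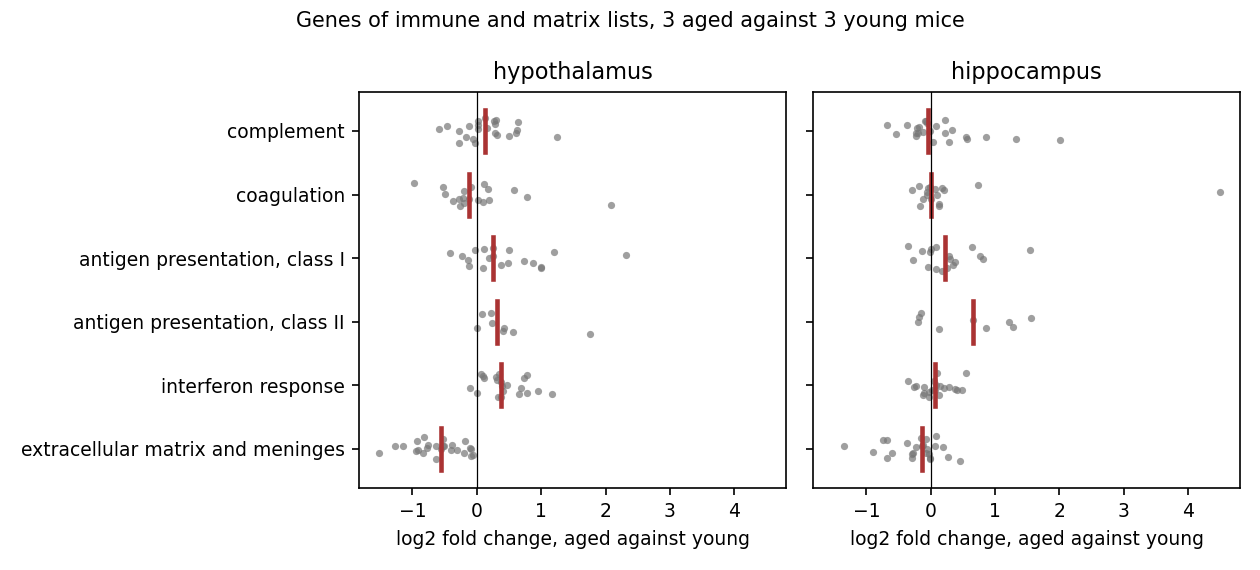
Log2 fold changes (aged against young) of the genes of 6 lists in both tissues. Grey points are genes and red bars medians, and the coagulation gene farthest to the right in the hippocampus is Bdkrb2, whose young libraries were at or under 3 counts.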

Taken together, during brain aging, upregulated genes are enriched in immune-related pathways in both hypothalamic and hippocampal tissues, while downregulated genes are associated with metabolic pathways. The aging brain exhibits systemic inflammation and impaired immune responses and undergoes decreased energy utilization and increased mitochondrial dysfunction [42–52]. Hypometabolism and inflammation, which are closely connected, correlate with cognitive decline and increase the risk of age-related diseases, including neurodegenerative disease [42, 53]. Our results suggest that age-dependent gene expression changes underlie immune and metabolic system dysfunction, thus highlighting the relevance of gene regulatory networks in brain aging.

### Cell-type specific DEG analysis using single-nucleus RNA sequencing data

We next investigated from which cell types in the mouse brain the age-related signatures found in our analysis originated. We compared our bulk mRNA-seq data to publicly available snRNA-seq data from hypothalamic (GSE188646) [54] and hippocampal (GSE161340) [55] regions, although snRNA-seq only provides nuclear mRNA levels [56]. First, we verified the total coverage of gene expression level analysis in the bulk mRNA-seq and snRNA-seq. In hypothalamic tissue, our bulk RNA-seq identified 17,997 genes, of which 57.7% were detected in snRNA-seq data [54] (Fig 2A). In hippocampal tissue, our bulk mRNA-seq identified a total of 17,818 genes, of which 56% were found in snRNA-seq data [55] (Fig 2B). We also analyzed the number of overlapping genes for each cell type and found a higher number of overlapping genes in neuronal cell types (S2A and S2B Fig). We then calculated the module score of relative expression for the genes common to both bulk mRNA-seq and snRNA-seq data within the identified cell types [57]. In hypothalamic tissue, the module scores of astrocytes, microglia/macrophages, oligodendrocytes, tanycytes, and vascular leptomeningeal cells (VLMCs) were similar, whereas ependymocytes, oligodendrocyte precursors (OPCs), and pericytes/endothelial cells exhibited relatively higher scores. Neurons exhibited a distinctly high module score in the hypothalamus (Fig 2C). In hippocampal tissue, the module scores of neurons and interneurons were also higher than those of microglia, oligodendrocytes, astrocytes, and OPCs (Fig 2D). Brain cells have more neurons compared with other non-neuronal glial cells [58], which accounts for the high module scores in our analysis. We then evaluated DEG expression levels from our bulk mRNA-seq and snRNA-seq data. Among 65 upregulated and 74 downregulated genes from hypothalamic bulk mRNA-seq data, five upregulated and seven downregulated genes in astrocytes, seven upregulated and nine downregulated genes in neurons, and five upregulated and eight downregulated genes in oligodendrocytes were detected in snRNA-seq data (Fig 2E). In the hippocampus, 12 upregulated and 16 downregulated genes in astrocytes, 16 upregulated and 18 downregulated genes in neurons, and 14 upregulated and 16 downregulated genes in oligodendrocytes were found in snRNA-seq data among the total of 83 upregulated and 117 downregulated genes (Fig 2H). Only a small number of overlapping genes were detected in snRNA-seq data, probably due to inadequate coverage of low-abundance genes. For these overlapping gene sets, global correlation of expression level changes was not observed in bulk mRNA-seq and snRNA-seq data (S3 Fig). However, several genes showed age-dependent gene expression changes in specific cell types, similar to the results in bulk mRNA-seq (Fig 2F, 2G, 2I and 2J). The snRNA-seq samples were obtained from 3- and 24-month-old mice for the hypothalamus, and 4- and 24-month-old mice for the hippocampus. Our bulk RNA-seq samples were obtained from 2- and 15-month-old mice for both hypothalamic and hippocampal regions. We plotted the normalized expression levels for each individual gene using the same log_10_-scale as the publicly available snRNA-seq data (TP10k values) and our bulk mRNA-seq data (TPM values) at each aging time point. 

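The bulk libraries alone were analysed here, and they do not show in which cell types a gene changed. C4b (NCBI gene 12268, chromosome 17, 34728139 to 34743902) rose from 43.7 ± 4.80 to 104 ± 13.2 CPM in hypothalamic tissue (log2 fold change 1.25, standard error 0.10, adjusted p = 0.000788 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG with each mouse left out, with log2 fold changes of 1.14 to 1.34, and over the alternatives that keep all mice its adjusted p-value ran from 4.16e-30 to 0.00242. C4a (NCBI gene 625018, chromosome 17, 34809092 to 34823460), a transcribed pseudogene close in sequence to C4b that could take part of its reads, changed little (log2 fold change 0.37, adjusted p = 0.447 from the same test). Summed over C4a and C4b, the level rose from 45.3 ± 4.32 to 106 ± 12.8 CPM, a log2 ratio of 1.23. Dpyd (NCBI gene 99586, chromosome 3, 118562109 to 119432924) rose from 6.42 ± 0.0509 to 10.2 ± 1.12 CPM (log2 fold change 0.67, adjusted p = 0.0277 from the same test), and its call was lost with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0687 to 0.134), in the fit of all 12 libraries (adjusted p = 0.0596) and, at 0.42, on log2(FPKM + 1). Abca8a (NCBI gene 217258, chromosome 11, 110025634 to 110097580) rose from 11.6 ± 0.627 to 37.2 ± 1.79 CPM (log2 fold change 1.68, adjusted p = 2.62e-05 from the same test). Plcxd3 (NCBI gene 239318, chromosome 15, 4375491 to 4575585) rose from 5.12 ± 0.948 to 9.61 ± 2.05 CPM (log2 fold change 0.91, adjusted p = 0.0460 from the same test), a call lost with mouse 1, 2, 4 or 6 left out (adjusted p from 0.112 to 0.185) and in the fit of all 12 libraries (adjusted p = 0.0581).
Kcnh7, Glra3 and Lrmda were no DEGs by this test, although their young and aged libraries did not overlap. Kcnh7 (NCBI gene 170738, chromosome 2, 62693410 to 63184287) rose from 3.40 ± 0.722 to 5.55 ± 0.289 CPM (log2 fold change 0.70, adjusted p = 0.0607 from the same test), and DESeq2 (adjusted p = 0.0219) and the fit without young mouse 3 (adjusted p = 0.0184) called it. Glra3 (NCBI gene 110304, chromosome 8, 55940418 to 56130070) rose from 4.49 ± 0.595 to 7.28 ± 1.39 CPM (log2 fold change 0.70, adjusted p = 0.0641 from the same test), and was called by DESeq2 (adjusted p = 0.0148) and without mouse 3 (adjusted p = 0.0358) or 5 (adjusted p = 0.0363). Lrmda (NCBI gene 76633, chromosome 14, 22019504 to 23056093) rose from 0.180 ± 0.0955 to 0.759 ± 0.241 CPM (log2 fold change 2.05, adjusted p = 0.0552 from the same test), and was called in the fit of all 12 libraries (adjusted p = 0.0444) and by limma on log2(FPKM + 0.1), at 1.70 (adjusted p = 0.0437), and on log2(FPKM + 1), at 0.63 (adjusted p = 0.0420). Over the alternatives that keep all mice, the adjusted p-values ran from 0.0219 to 0.135 for Kcnh7, 0.0148 to 0.207 for Glra3 and 0.0420 to 0.0570 for Lrmda.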

In hypothalamic tissue, we observed increased mRNA levels of *C4b* and *Dpyd* in astrocytes; *Abca8a* and *Dpyd* in oligodendrocytes; and *Kcnh7*, *Glra3*, *Lrmda*, and *Plcxd3* in neurons in both snRNA-seq and our bulk mRNA-seq data (Fig 2F). *C4b* was previously defined an aging-induced gene and implicated in age-related macular degeneration [11, 59]. 

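Nat8f1 (NCBI gene 66116, chromosome 6, 85910154 to 85915914) fell from 11.1 ± 1.95 to 6.90 ± 0.840 CPM in hypothalamic tissue (log2 fold change −0.69, standard error 0.15, adjusted p = 0.0530 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was no DEG by this test. All 3 aged libraries lay below all 3 young libraries. Nat8f1 was called by DESeq2 (adjusted p = 0.00395), with every gene of at least 1 read tested (adjusted p = 0.0476), by limma on log2(FPKM + 0.1) (adjusted p = 0.0391) and log2(FPKM + 1) (adjusted p = 0.0396), and without young mouse 3 (adjusted p = 0.0161). The adjusted p-values of Nat8f1 in the alternatives that keep all mice ran from 0.00395 to 0.0572.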

The mRNA level of *Nat8f1* in astrocytes decreased during brain aging (Fig 2G). 

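In hippocampal tissue, C4b rose from 39.4 ± 7.18 to 99.1 ± 15.3 CPM (log2 fold change 1.33, standard error 0.16, adjusted p = 0.0271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of C4b was lost with mouse 2 or 4 left out (adjusted p from 0.141 to 0.157) and kept with each of the other 4 mice left out, and the log2 fold change ran from 1.19 to 1.45 over these fits. The age effect on C4b did not differ between the tissues (difference in log2 fold change 0.07, adjusted p = 0.999). The summed level of C4a and C4b rose from 41.9 ± 7.25 to 101 ± 15.3 CPM, a log2 ratio of 1.27, while C4a alone changed by −0.29 (adjusted p = 0.379 from the same test). C1ql3 (NCBI gene 227580, chromosome 2, 13001887 to 13010864) rose from 94.5 ± 1.57 to 151 ± 27.9 CPM (log2 fold change 0.67, adjusted p = 0.0616 from the same test). Fam8a1 (NCBI gene 97863, chromosome 13, 46669477 to 46678064) rose from 20.6 ± 5.35 to 33.8 ± 1.17 CPM (log2 fold change 0.72, adjusted p = 0.0808 from the same test). C1ql3 and Fam8a1 were called by DESeq2 (adjusted p = 3.98e-05 and 0.00439) and in the fit of all 12 libraries (adjusted p = 0.0180 and 0.0194), out of ranges of 3.54e-05 to 0.0609 and 0.00412 to 0.0880 over the alternatives that keep all mice. For both genes, every aged library lay above every young library.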

In hippocampal tissue, we observed increased mRNA levels of *C4b* in astrocytes; *C4b* and *C1ql3* in oligodendrocytes; and *Fam8a1*, despite the slight increase, in neurons (Fig 2I). 

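In the bulk libraries of hippocampal tissue, Phkg1, Polr3e, Sgk2, Gamt and Ndn were lower in every aged library than in every young library. Gamt (NCBI gene 14431, chromosome 10, 80258151 to 80261025) fell from 21.9 ± 1.88 to 8.43 ± 0.413 CPM (log2 fold change −1.38, standard error 0.10, adjusted p = 0.00253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed a DEG with each mouse left out, with adjusted p-values of 1.21e-21 to 0.00263 over the alternatives that keep all mice. Ndn (NCBI gene 17984, chromosome 7, 62348277 to 62349928) fell from 231 ± 34.2 to 121.7 ± 17.6 CPM (log2 fold change −0.92, adjusted p = 0.0400 from the same test), and its call was lost with mouse 2, 3, 4 or 5 left out (adjusted p from 0.0622 to 0.241). Phkg1 (NCBI gene 18682, chromosome 5, 129863431 to 129879134; log2 fold change −0.62, adjusted p = 0.0609 from the same test), Polr3e (NCBI gene 26939, chromosome 7, 120917778 to 120947435; log2 fold change −0.63, adjusted p = 0.0749 from the same test) and Sgk2 (NCBI gene 27219, chromosome 2, 162987327 to 163014139; log2 fold change −1.18, adjusted p = 0.0665 from the same test) were no DEGs by this test. DESeq2 called Phkg1 (adjusted p = 0.000853), Polr3e (adjusted p = 0.00233) and Sgk2 (adjusted p = 0.00355), and so did the fit of all 12 libraries. Their adjusted p-values ran from 0.000853 to 0.0647 for Phkg1, 0.00226 to 0.0762 for Polr3e and 0.00355 to 0.0674 for Sgk2 over the alternatives that keep all mice. Gamt and Ndn were DEGs in hypothalamic tissue as well, with log2 fold changes of −1.15 (adjusted p = 0.000629 from the same test) and −0.67 (adjusted p = 0.00255 from the same test).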

Decreased mRNA levels of *Phkg1* in astrocytes; *Polr3e*, *Sgk2*, and *Gamt* in oligodendrocytes; and *Polr3e* and *Ndn* in neurons were observed during brain aging in the snRNA-seq data (Fig 2J). Combined with the snRNA-seq data of 24-month aged mice, several early signatures of brain aging in bulk mRNA-seq data of 15-month-old aged mice were confirmed in specific cell types of brain tissue.

**Fig 2:**
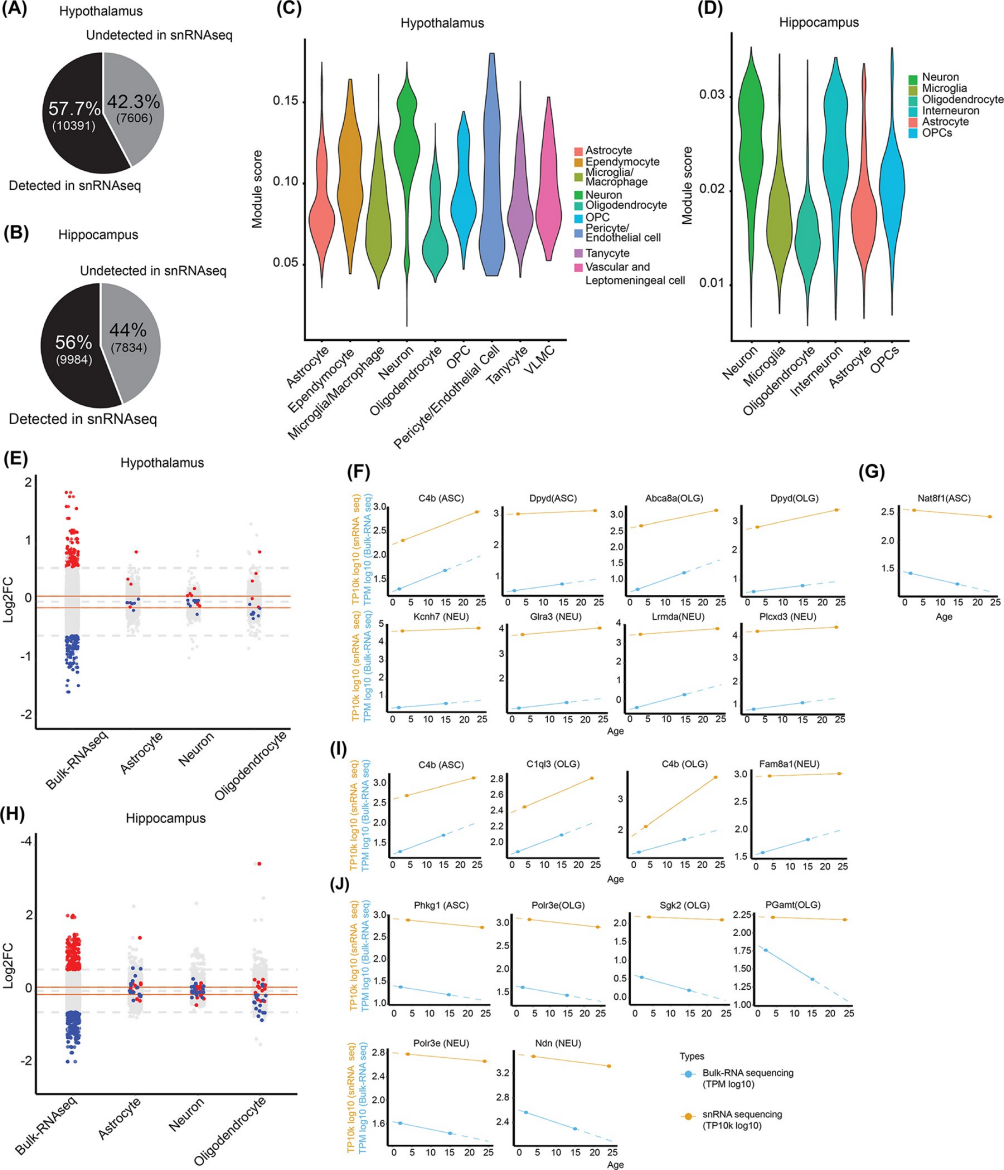
Comparison of bulk RNA-sequencing and publicly available single-nucleus RNA sequencing datasets. (A) Pie chart showing total genes expressed in bulk RNA-seq and the proportion of gene coverage compared with snRNA-seq from hypothalamic tissues. (B) Pie chart showing the total number of genes expressed in bulk RNA-seq and the percentage of gene coverage compared with snRNA-seq from hippocampal tissues. (C) Violin plot of bulk RNA-seq illustrating total distribution of covered genes of module scores for astrocytes, ependymocytes, microglia/macrophages, neurons, oligodendrocytes, OPCs, pericytes/endothelial cells, tanycytes, and VLMCs in hypothalamic tissues from snRNA-seq datasets. (D) Violin plot of bulk RNA-seq illustrating total distribution of covered genes of module scores for astrocytes, ependymocytes, microglia/macrophages, neurons, oligodendrocytes, OPCs, pericytes/endothelial cells, tanycytes, and VLMCs in hippocampal tissues from snRNA-seq datasets. Module scores for covered genes in both bulk RNA-seq and snRNA-seq are shown. More scores analyzed from the Seurat R package represent the average expression levels of the genes of interest against that of a set of control genes [57]. (E) Strip chart of DEGs from bulk RNA-seq (cut-off value indicated as gray dashed lines: fold change > 1.5, p_adj_ < 0.05) and overlap of these genes with snRNA-seq data (cut-off value indicated as red lines: log_2_FC > 0.1, p_adj_ < 0.05) in hypothalamic tissue. Upregulated (red) or downregulated (blue) DEGs from bulk RNA-seq data that are also detected in snRNA-seq data are marked in the chart. (F, G) Expression of individual age-regulated genes normalized to TPM log_10_ counts from bulk RNA-seq datasets and normalized TP10k log_10_ counts from snRNA-seq datasets for (F) differentially upregulated and (G) differentially downregulated genes in hypothalamic tissues. (H) Strip chart of DEGs from bulk RNA-seq (cut-off value indicated as gray dashed lines: fold change > 1.5, p_adj_ < 0.05) and overlap of these genes with snRNA-seq data (cut-off value indicated as red lines: log_2_FC > 0.1, p_adj_ < 0.05) in hippocampal tissue. Upregulated (red) or downregulated (blue) DEGs from bulk RNA-seq data that were also detected in the snRNA-seq data are marked in the chart. (I, J) Expression of individual age-regulated genes normalized to TPM log_10_ counts from bulk RNA-seq datasets and normalized TP10k log_10_ counts from snRNA-seq datasets for (I) differentially upregulated and (J) differentially downregulated genes in hippocampal tissues.

### Age-dependent microRNA expression changes in hippocampal and hypothalamic tissues

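The small-RNA libraries carry the same 12 labels, for 3 young and 3 aged mice per tissue. The authors quantified miRNAs with miRDeep2 against miRBase and deposited a read count per precursor and mature arm. Where a mature miRNA came from more than 1 precursor, as for 107 names, the highest count was used. Of 1435 miRNA names, 731 had a read in every library, and 947 to 1075 names were read per library. Total counts ranged from 8834531 to 14617174, lowest in the hippocampus of aged mouse 4. The medians were 13791383 for young and 13222530 for aged hypothalamic tissue, and 12620286 and 13536390 for young and aged hippocampal tissue. The 10 most abundant miRNAs took 57.0% to 64.3% of a library, and miR-127-3p alone 12.7% to 30.1%. Between libraries of hypothalamic tissue, the correlation of log2(count + 1) across miRNAs, which are not independent replicates, was 0.982 to 0.986 within an age and 0.980 to 0.985 between ages. In hippocampal tissue it was 0.980 to 0.985 within an age and 0.977 to 0.983 between ages. After filterByExpr, 715 miRNAs were normalized with TMM and fitted over all 12 libraries with a mean per tissue and age. In simulated counts of 692 miRNAs, 60 of them changed 3-fold, this procedure recovered 59 of those 60 (98.3%) in each tissue, and 4 of its 63 calls (6.3%) in the hypothalamus and 3 of its 62 (4.8%) in the hippocampus were false. The changed miRNAs were again picked among those without low mean counts, with a single setting for the variation. Smaller changes and miRNAs with few counts were thus not covered. With total reads in place of TMM, the median log2 fold change over all miRNAs was −0.217 in hippocampal and −0.062 in hypothalamic tissue.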

To investigate miRNA-mediated regulatory networks of gene expression during the early stages of brain aging, we performed small-RNA sequencing in the hypothalamus and hippocampal tissues of young (2-month-old) and aged (15-month-old) mice using the same RNA samples as for mRNA sequencing analysis (S4A Fig). A small number of differentially expressed miRNAs in hypothalamic and hippocampal tissues during brain aging were identified (Fig 3A and 3B). 

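By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of 715 miRNAs changed by more than 1.5-fold at an adjusted p-value under 0.05 in hypothalamic tissue, 1 upward and 3 downward, and 66 had an unadjusted p-value under 0.05. When every miRNA with at least 1 read was tested, 9 miRNAs (5 upregulated) were called. DESeq2 with a prior, counts summed over precursors and names read in every library, a setting chosen after seeing the data, called 9 as well (6 upregulated). DESeq2 called 8 (5 upregulated), a fit of hypothalamic tissue alone called 1, and with each mouse left out 1 or 2 were called, 2 of them without aged mouse 4. MiR-412-5p (UGGUCGACCAGCUGGAAAGUAAU) fell from 30.8 ± 1.96 to 11.3 ± 0.930 CPM (log2 fold change −1.45, standard error 0.17, adjusted p = 0.000298 from the same test) and was called with each mouse left out. MiR-542-3p fell from 21.2 ± 2.04 to 9.65 ± 3.66 CPM (log2 fold change −1.14, adjusted p = 0.0471 from the same test), but its call was lost with mouse 1, 2, 3, 5 or 6 left out (adjusted p from 0.124 to 0.360) and in the fit of hypothalamic tissue alone (adjusted p = 0.140). It was also lost with counts summed over precursors (adjusted p = 0.0565) or with the names read in every library (adjusted p = 0.0656), settings chosen after seeing the data, within a range of 0.000684 to 0.140 over the alternatives that keep all mice. MiR-322-3p fell from 16.3 ± 2.01 to 7.96 ± 1.67 CPM (log2 fold change −1.04, adjusted p = 0.0406 from the same test) and was called in none of the fits without 1 mouse (adjusted p from 0.0910 to 0.323), nor with hypothalamic tissue alone (adjusted p = 0.117). MiR-3064-3p (UGCCACACUGCAACACCUUACA), with 1 to 3 counts per young library and 9 to 16 per aged library, was at least 4.51-fold higher in aged mice (adjusted p = 0.0406 from the same test) and was called in none of the 6 fits without a mouse (adjusted p from 0.103 to 0.323). The fit of hypothalamic tissue alone (adjusted p = 0.117) and limma on log2(RPM + 1) (adjusted p = 0.0935) did not call miR-3064-3p either.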

Among a total of 731 miRNAs analyzed in hypothalamic tissue, six miRNAs were upregulated, and three miRNAs were downregulated (fold change > 1.5; p_adj_ < 0.05) during brain aging (Fig 3A, S4B, S4F Fig and S2 Table). 

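In hippocampal tissue, 29 of 715 miRNAs were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 upregulated and 15 downregulated, and 145 had an unadjusted p-value under 0.05. With total reads as the scaling, 36 miRNAs were called, of which 3 were upregulated, and limma on log2(RPM + 1) called 45, again with 3 upregulated. DESeq2 called 42 (17 upregulated), and 56 (22 upregulated) were called when every miRNA with at least 1 read was tested. Leaving out mouse 1, 2, 3 or 4 gave 4, 2, 6 and 2 called miRNAs, and leaving out mouse 5 or 6 gave 28 and 31. MiR-296-5p (AGGGCCCCCCCUCAAUCCUGU) fell from 50.6 ± 3.74 to 12.8 ± 2.83 CPM (log2 fold change −1.94, standard error 0.18, adjusted p = 1.35e-05 from the same test) and was called with each mouse left out. The next largest decreases without overlap of young and aged libraries were those of miR-19b-3p, miR-412-5p, miR-322-5p and miR-669a-5p. MiR-19b-3p (UGUGCAAAUCCAUGCAAAACUGA) fell from 79.6 ± 22.7 to 26.2 ± 3.33 CPM (log2 fold change −1.55, adjusted p = 0.0237 from the same test), a call lost with mouse 2, 3 or 4 left out (adjusted p from 0.115 to 0.153). MiR-322-5p (CAGCAGCAAUUCAUGUUUUGGA) fell from 53.7 ± 6.58 to 23.1 ± 3.00 CPM (log2 fold change −1.16, adjusted p = 0.0277 from the same test), a call lost with mouse 1, 2, 3 or 4 left out (adjusted p from 0.0758 to 0.166). MiR-669a-5p (AGUUGUGUGUGCAUGUUCAUGUCU), whose counts are identical to those of miR-669p-5p, fell from 11.0 ± 2.202 to 4.79 ± 1.50 CPM (log2 fold change −1.14, adjusted p = 0.0225 from the same test), a call lost with mouse 1, 2, 3, 4 or 5 left out (adjusted p from 0.0504 to 0.153).
Beside miR-5100, the largest increases without overlap were those of miR-30f, miR-135a-1-3p, miR-5099 and miR-873a-3p. MiR-30f (GUAAACAUCCGACUGAAAGCUC) had 5 to 9 counts per young library and 12 to 30 per aged library (log2 fold change 1.69, adjusted p = 0.0449 from the same test), a call lost with mouse 1, 2, 3, 4 or 5 left out (adjusted p from 0.116 to 0.197). MiR-135a-1-3p (UAUAGGGAUUGGAGCCGUGGCG) rose from 3.92 ± 0.265 to 7.64 ± 2.05 CPM (log2 fold change 1.02, adjusted p = 0.0442 from the same test), a call lost with mouse 1, 2, 3, 4 or 5 left out (adjusted p from 0.102 to 0.221). MiR-5099 (UUAGAUCGAUGUGGUGCUCC) rose from 35.2 ± 4.53 to 64.8 ± 16.9 CPM (log2 fold change 0.93, adjusted p = 0.0449 from the same test), a call lost with mouse 1, 2, 3 or 4 left out (adjusted p from 0.0893 to 0.295). MiR-873a-3p (GAGACUGACAAGUUCCCGGGA) rose from 77.2 ± 17.3 to 141 ± 24.9 CPM (log2 fold change 0.91, adjusted p = 0.0225 from the same test), a call lost with mouse 1, 2 or 4 left out (adjusted p from 0.0758 to 0.154). With total reads as the scaling, the adjusted p-values of the first 3 were 0.0566 for miR-30f, 0.0680 for miR-135a-1-3p and 0.0816 for miR-5099, so none was called. For the same 3 miRNAs in this order, limma on log2(RPM + 1) gave adjusted p-values of 0.0565, 0.0606 and 0.0840, and the counts summed over precursors, chosen after seeing the data, 0.0504, 0.0612 and 0.0698. A fit of hippocampal tissue alone did not call miR-30f (adjusted p = 0.0854) or miR-135a-1-3p (adjusted p = 0.0831). Other calls lost were that of miR-30f with every miRNA of at least 1 read (adjusted p = 0.0622), and those of miR-5099 with the size factors of DESeq2 (adjusted p = 0.0524), at least 10 counts in every library (adjusted p = 0.0523) and identical names merged (adjusted p = 0.0503). Over the alternatives that keep all mice, the adjusted p-values of these 3 ran from 0.0262 to 0.0854, 0.00733 to 0.0831 and 0.00289 to 0.0840.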

A total of 731 miRNAs were expressed in hippocampal tissue, of which 16 were upregulated and 29 were downregulated (fold change > 1.5; p_adj_ < 0.05) (Fig 3A, S4C, S4G Fig and S2 Table). Differentially expressed miRNAs miR-542-3p and miR-322-5p were validated by quantitative PCR (S4D and S4E Fig). A previous study, in which 49 upregulated and 31 downregulated miRNAs in hippocampal tissues between young (2 and 6 months) and aged (18 months) mice were detected, reported downregulation of miR-322-5p and miR-322-3p [22]. 

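MiR-412-5p and miR-542-3p, both downregulated, were called in both tissues, and miR-412-5p alone remained whichever mouse was left out. In hippocampal tissue, miR-412-5p fell from 32.3 ± 2.03 to 12.4 ± 1.16 CPM (log2 fold change −1.33, standard error 0.17, adjusted p = 0.000417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-542-3p (UGUGACAGAUUGAUAACUGAAA) fell there from 24.1 ± 2.23 to 11.1 ± 1.37 CPM (log2 fold change −1.06, adjusted p = 0.0254 from the same test), a call lost with mouse 1, 2, 3 or 4 left out (adjusted p from 0.0758 to 0.147). MiR-322-3p (AAACAUGAAGCGCUGCAACAC) fell in the hippocampus from 16.0 ± 0.750 to 9.98 ± 1.03 CPM (log2 fold change −0.62, adjusted p = 0.110 from the same test). DESeq2 (adjusted p = 0.0327), total-read scaling (adjusted p = 0.0390) and limma on log2(RPM + 1) (adjusted p = 0.0359) called miR-322-3p in the hippocampus, out of a range of 0.0289 to 0.225 over the alternatives that keep all mice. MiR-5100 (UCGAAUCCCAGCGGUGCCUCU) had 3 to 9 counts per young library and 13 to 39 per aged library in the hippocampus (log2 fold change 2.90, adjusted p = 0.0254 from the same test), a call lost with mouse 1, 2, 3 or 4 left out (adjusted p from 0.0758 to 0.157), and 6 to 12 counts per young library and 23 to 48 per aged library in the hypothalamus (log2 fold change 2.03, adjusted p = 0.184 from the same test). MiR-8114 (UCACCCAUCUCCUCUCCGCCU) changed by 0.88 (adjusted p = 0.0439 from the same test) in the hippocampus, a call lost with mouse 1, 2, 3, 4 or 6 left out (adjusted p from 0.0964 to 0.197), and by 0.81 (adjusted p = 0.184 from the same test) in the hypothalamus. MiR-3084-3p (UUCUGCCAGUCUCCUUCAGAC) changed by 0.82 (adjusted p = 0.0414 from the same test) in the hippocampus, a call lost with mouse 1, 2, 4, 5 or 6 left out (adjusted p from 0.0610 to 0.254), and by 0.81 (adjusted p = 0.163 from the same test) in the hypothalamus. The hippocampal calls of miR-8114 and miR-3084-3p were also lost with total reads (adjusted p = 0.0899 and 0.0702), hippocampal tissue alone (adjusted p = 0.0614 and 0.0614) and limma on log2(RPM + 1) (adjusted p = 0.101 and 0.0658). Counts summed over precursors, chosen after seeing the data, did not call them either (adjusted p = 0.0625 and 0.0517). In the hypothalamus, DESeq2 called miR-8114 (adjusted p = 0.0354) and miR-3084-3p (adjusted p = 0.0138), and the test of every miRNA with at least 1 read called miR-5100 (adjusted p = 0.00316). Over the alternatives that keep all mice, these hypothalamic values ran from 0.0354 to 0.266 for miR-8114, 0.00875 to 0.171 for miR-3084-3p and 0.00316 to 0.237 for miR-5100. The number of miRNAs called in both tissues was 5 (2 upregulated) with DESeq2, 5 (2 upregulated) with every miRNA of at least 1 read, and 1 with each mouse left out. It was 6 (3 upregulated) in the DESeq2 setting with a prior that was chosen after seeing the data. MiR-296-5p was the only miRNA whose age effect differed between the tissues in this fit, among 22 with an unadjusted p-value under 0.05. With the mouse number as a block, it did not pass (adjusted p = 0.108). With every miRNA of at least 1 read, it passed (adjusted p = 0.00402), and so did miR-19b-3p (difference −1.66, adjusted p = 0.000270), which did not pass in the fit of 715 miRNAs (adjusted p = 0.707).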

In this study, three miRNAs, mmu-miR-5100, mmu-miR-8114, and mmu-miR-3084-3p were upregulated, and three miRNAs, mmu-miR-322-3p, mmu-miR-542-3p, and mmu-miR-412-5p were downregulated in both hypothalamic and hippocampal tissues (Fig 3B).

**Fig 3:**
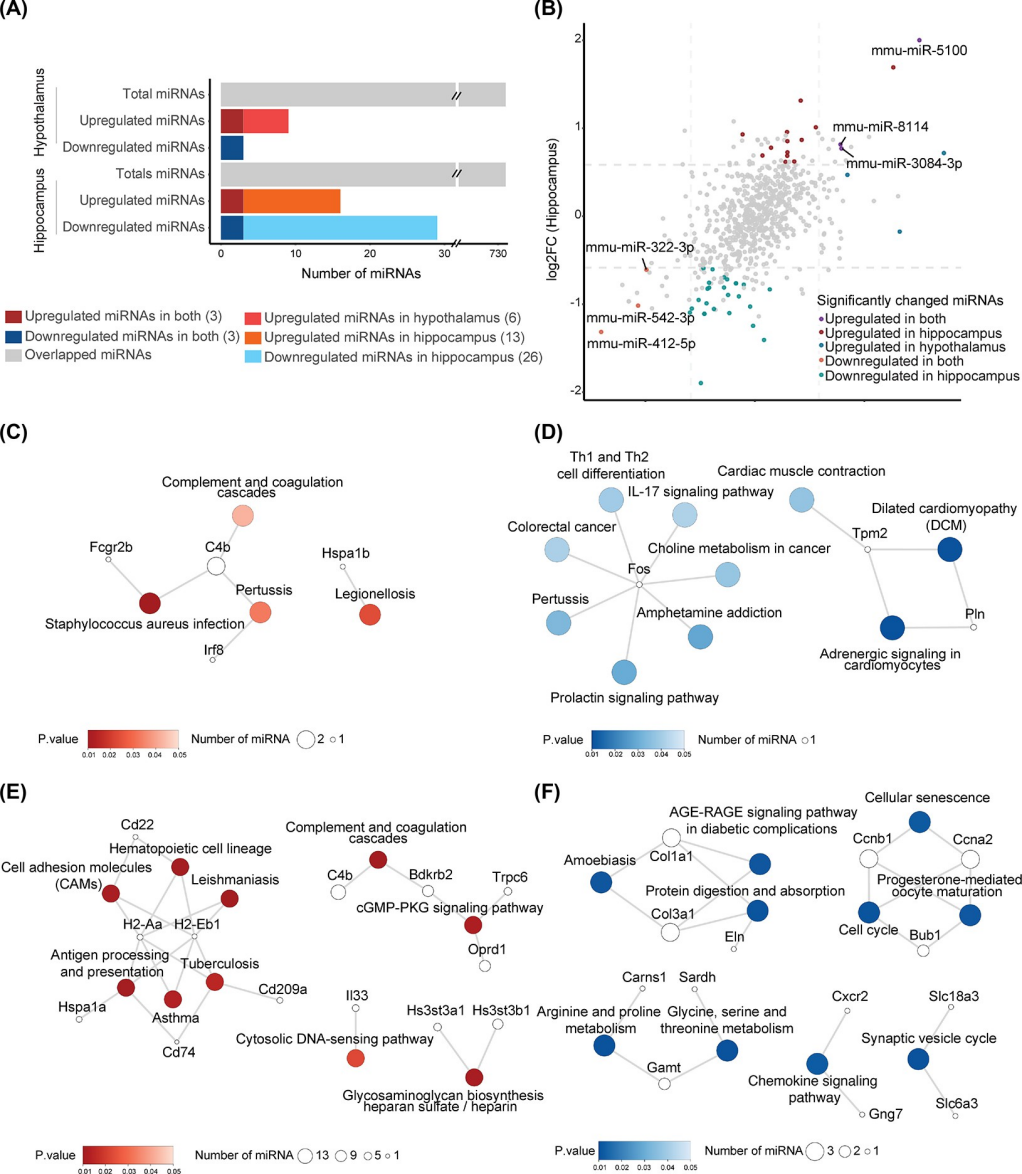
Differentially expressed miRNAs in the hypothalamus and hippocampus of young and aged mice. (A) The bar graph shows the number of total detected miRNAs and tissue-specific upregulated and downregulated miRNAs (cut off value: fold change > 1.5, p_adj_ < 0.05) in hypothalamic and hippocampal tissues. All the miRNAs are commonly detected in both tissues. (B) Scatterplot of miRNA expression level changes in hippocampal and hypothalamic tissues during aging. Significantly upregulated and downregulated genes (p_adj_ < 0.05) in the hypothalamic or hippocampal tissues during aging are highlighted with colors. (C–F) KEGG signaling pathways visualized in a network of miRNA-mediated regulatory target genes from mRNA and small-RNA sequencing data. Dot size for each gene indicates the number of differentially expressed miRNAs expected to target DEGs. (C) Downregulated miRNAs expected to target upregulated genes in hypothalamic tissues. (D) Upregulated miRNAs expected to target downregulated genes in hypothalamic tissues. (E) Downregulated miRNAs expected to target upregulated genes in hippocampal tissues. (F) Upregulated miRNAs expected to target downregulated genes in hippocampal tissues.

### Differentially expressed miRNAs and their target genes are involved in specific biological pathways during brain aging

To investigate the physiological effects of differentially expressed miRNAs, we first predicted miRNA target genes using Targetscan-Mouse v7.2 [60]. We then selected a subset of target genes that were differentially expressed from our mRNA sequencing data. In hypothalamic tissue, 27 upregulated genes were predicted as potential targets for the three downregulated miRNAs, of which *Abca8a*, *C4b* and *Xdh* exhibited increased expression levels of more than two-fold (S5 Fig). 

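In hypothalamic tissue, Xdh (NCBI gene 22436, chromosome 17, 73883895 to 73950397) rose from 17.2 ± 1.45 to 40.4 ± 4.96 CPM (log2 fold change 1.24, standard error 0.10, adjusted p = 0.000788 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Xdh was a DEG with each mouse left out, at log2 fold changes of 1.15 to 1.33, and Abca8a was too, at 1.64 to 1.71. The highest adjusted p-values in these fits were 0.0127 for Xdh, 0.000709 for Abca8a and 0.00608 for C4b.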

For the six upregulated miRNAs, 40 downregulated genes, including *Wdfy1*, *Aplnr*, *Dynlt1b*, *Nnt*, *Pdlim2*, and *Gabra2* (log2 fold change < -1), were predicted as potential targets (S6 Fig). 

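Wdfy1, Aplnr, Dynlt1b, Nnt, Pdlim2 and Gabra2 were all DEGs here, and for each the aged libraries lay below the young ones. Wdfy1 (NCBI gene 69368, chromosome 1, 79702262 to 79776143) fell from 76.1 ± 3.67 to 25.4 ± 1.77 CPM (log2 fold change −1.58, standard error 0.07, adjusted p = 2.62e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nnt (NCBI gene 18115, chromosome 13, 119335527 to 119409257) fell from 48.3 ± 2.01 to 20.5 ± 0.322 CPM (log2 fold change −1.24, adjusted p = 3.64e-05 from the same test), Pdlim2 (NCBI gene 213019, chromosome 14, 70162621 to 70177672) fell from 28.9 ± 4.74 to 12.8 ± 1.52 CPM (log2 fold change −1.17, adjusted p = 0.00488 from the same test), and Gabra2 (NCBI gene 14395, chromosome 5, 70958392 to 71095849) fell from 53.4 ± 3.70 to 25.0 ± 2.69 CPM (log2 fold change −1.10, adjusted p = 0.000629 from the same test). Wdfy1, Nnt, Pdlim2 and Gabra2 stayed DEGs with each mouse left out. Nnt and Gabra2 are also listed here as differing between C57BL/6 substrains, and a call kept without 1 mouse cannot tell that apart from age. Aplnr (NCBI gene 23796, chromosome 2, 85136360 to 85139923) had 17 to 35 counts per young library and 2 to 6 per aged library (log2 fold change −2.65, adjusted p = 0.0293 from the same test), its call was lost with mouse 1, 2, 4, 5 or 6 left out (adjusted p from 0.0520 to 0.134), and DESeq2 gave it no adjusted p-value. Dynlt1b (NCBI gene 21648, chromosome 17, 6429530 to 6440500) fell from 26.5 ± 11.4 to 7.56 ± 0.349 CPM (log2 fold change −1.81, adjusted p = 0.0266 from the same test), a call lost with mouse 2, 4 or 6 left out (adjusted p from 0.0740 to 0.134).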

In hippocampal tissue, 64 upregulated target genes for 26 downregulated miRNAs (S7 Fig) and 76 downregulated target genes for 15 upregulated miRNAs (S8 Fig) were predicted. Among them, 8 upregulated target genes, *Abca8a*, *C4b*, *Pcdhb9*, *Pcdhb3*, *Xdh*, *Mlph*, *Zbtb16*, and *Zc3hav1*, and 17 downregulated target genes, *Wdfy1*, *Nnt*, *Pdlim2*, *Sgk2*, *Rnf122*, *Gabra2*, *Mog*, *Btbd16*, *Cldn11*, *Mal*, *Eln*, *Tspan2*, *Ddah2*, *Srd5a1*, *Cd248*, *Hist1h1c* and *Apcdd1*, were commonly detected in both hypothalamic and hippocampal tissues. 

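All 25 of these genes changed in the paper's direction in both tissues, without overlap of young and aged libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 23 of the 25 were DEGs in the hypothalamus, 13 in the hippocampus and 13 in both. DESeq2 called all 25 in the hippocampus, as did the fit of all 12 libraries. With each mouse left out, 12 kept their call in the hypothalamus in every fit, and 2, Wdfy1 and Nnt, in the hippocampus. Nnt is also listed here as differing between C57BL/6 substrains, so its kept calls do not tell age and substrain apart. For none of the 25 did the age effect differ between the tissues (adjusted p from 0.999 to 1.00 from the same test).
In the hippocampus, Abca8a changed by 1.50 (adjusted p = 0.0271 from the same test), a call lost with mouse 2, 3 or 4 left out (adjusted p from 0.0622 to 0.171). Xdh changed by 0.91 (adjusted p = 0.0316 from the same test), a call lost with mouse 2, 3, 4, 5 or 6 left out (adjusted p from 0.0530 to 0.175). Among the downregulated genes described for the hypothalamus, the hippocampal changes from the same test were −1.42 for Wdfy1 (adjusted p = 0.000545), −1.32 for Nnt (adjusted p = 0.00160), −1.09 for Pdlim2 (adjusted p = 0.0317) and −1.03 for Gabra2 (adjusted p = 0.0288). The hippocampal call of Pdlim2 was lost with mouse 2, 3, 4 or 5 left out (adjusted p from 0.0593 to 0.171), and that of Gabra2 with mouse 2, 4 or 6 left out (adjusted p from 0.0621 to 0.189). Sgk2 changed by −0.94 in the hypothalamus (adjusted p = 0.0815 from the same test), where DESeq2 (adjusted p = 0.0293) and the fit without aged mouse 6 (adjusted p = 0.0395) called it, with a range of 0.0293 to 0.0808 over the alternatives that keep all mice.
The other genes follow with the log2 fold changes of the hypothalamus and the hippocampus, in this order, from the same test. The upregulated genes changed as follows: Pcdhb9 (NCBI gene 93880, chromosome 18, 37400855 to 37403909) by 0.95 and 1.07 (adjusted p = 0.00138 and 0.00643), Pcdhb3 (NCBI gene 93874, chromosome 18, 37300799 to 37304585) by 0.70 and 0.99 (adjusted p = 0.0448 and 0.0267), Mlph (NCBI gene 171531, chromosome 1, 90915024 to 90951142) by 1.00 and 0.92 (adjusted p = 0.0460 and 0.0514), Zbtb16 (NCBI gene 235320, chromosome 9, 48651797 to 48836225) by 0.80 and 0.72 (adjusted p = 0.00982 and 0.0836) and Zc3hav1 (NCBI gene 78781, chromosome 6, 38305286 to 38355352) by 0.75 and 0.60 (adjusted p = 0.0370 and 0.0632). Pcdhb9 and Pcdhb3 could share reads with other clustered protocadherin genes. Of the downregulated genes, these changed as follows: Mog (NCBI gene 17441, chromosome 17, 37010740 to 37023398) by −0.92 and −0.96 (adjusted p = 0.000343 and 0.0400), Mal (NCBI gene 17153, chromosome 2, 127633226 to 127656695) by −0.68 and −0.75 (adjusted p = 0.000343 and 0.0446), Cldn11 (NCBI gene 18417, chromosome 3, 31149920 to 31164326) by −0.67 and −0.81 (adjusted p = 0.00184 and 0.0632) and Tspan2 (NCBI gene 70747, chromosome 3, 102734770 to 102772310) by −0.62 and −0.73 (adjusted p = 0.00378 and 0.0670). The remaining downregulated genes changed as follows: Rnf122 (NCBI gene 68867, chromosome 8, 31111827 to 31133318) by −0.87 and −1.09 (adjusted p = 0.0343 and 0.0400), Btbd16 (NCBI gene 330660, chromosome 7, 130774069 to 130825901) by −1.00 and −1.04 (adjusted p = 0.0488 and 0.0921), Eln (NCBI gene 13717, chromosome 5, 134702595 to 134747368) by −0.77 and −0.74 (adjusted p = 0.0476 and 0.0665), Ddah2 (NCBI gene 51793, chromosome 17, 35059035 to 35062099) by −1.11 and −0.71 (adjusted p = 0.00424 and 0.0749) and Srd5a1 (NCBI gene 78925, chromosome 13, 69573449 to 69611485) by −0.69 and −0.67 (adjusted p = 0.0243 and 0.0531). The last of them were Cd248 (NCBI gene 70445, chromosome 19, 5068078 to 5070640) by −0.84 and −0.67 (adjusted p = 0.0641 and 0.0680), Hist1h1c (NCBI gene 50708, chromosome 13, 23738807 to 23739531) by −0.87 and −0.63 (adjusted p = 0.0222 and 0.0711) and Apcdd1 (NCBI gene 494504, chromosome 18, 62922327 to 62953815) by −0.60 and −0.60 (adjusted p = 0.0214 and 0.0317). Hist1h1c could share reads with other histone genes. In the hypothalamus, calls were lost for Pcdhb3 with mouse 1, 2, 4 or 6 left out (adjusted p from 0.106 to 0.182), Mlph with mouse 1, 2, 4 or 5 left out (adjusted p from 0.0777 to 0.185), Zbtb16 with mouse 1 or 2 left out (adjusted p from 0.0593 to 0.0687) and Zc3hav1 with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0947 to 0.177). Also lost there were Rnf122 with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0757 to 0.144), Btbd16 with mouse 1, 2, 4, 5 or 6 left out (adjusted p from 0.0612 to 0.180), Eln with mouse 1, 2, 5 or 6 left out (adjusted p from 0.0749 to 0.179) and Tspan2, whose log2 fold change was −0.57, with mouse 5 left out (adjusted p = 0.00977). The same held for Srd5a1 with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0526 to 0.132), Hist1h1c with mouse 1, 2 or 6 left out (adjusted p from 0.0851 to 0.130) and Apcdd1 with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0555 to 0.130). With limma on log2(FPKM + 0.1) and log2(FPKM + 1), in this order, hypothalamic calls were lost for Pcdhb3 (adjusted p = 0.0529 and 0.0533), Mlph (adjusted p = 0.0683 and 0.0709), Zc3hav1 (adjusted p = 0.0513 and 0.0513) and Btbd16 (adjusted p = 0.0587 and 0.0577). Btbd16 was no hypothalamic DEG in the fit of all 12 libraries either (adjusted p = 0.0660), and Apcdd1 fell short of the fold change on log2(FPKM + 1), at −0.56 in the hypothalamus (adjusted p = 0.0199) and −0.57 in the hippocampus (adjusted p = 0.0366). In the hippocampus, calls were lost for Pcdhb9 with mouse 2 or 4 left out (adjusted p from 0.0562 to 0.0567), Pcdhb3 with mouse 2 or 4 left out (adjusted p from 0.146 to 0.158), Rnf122 with mouse 2, 3, 4 or 5 left out (adjusted p from 0.0593 to 0.245) and Mog with mouse 1, 2, 3 or 4 left out (adjusted p from 0.0501 to 0.245). Mal (adjusted p from 0.0501 to 0.241) and Apcdd1 (adjusted p from 0.0487 to 0.238) were hippocampal DEGs in none of the 6 fits without a mouse.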

We then analyzed a gene regulatory network of miRNA-targeted DEGs using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING). We found densely interconnected networks of miRNA target genes, suggesting that miRNAs mediate functional networks through gene expression regulation (S9 Fig). KEGG pathway enrichment analysis of potential miRNA target genes with differential expression during aging also indicated the functional relevance of miRNA-mediated gene expression regulation. In the hypothalamus, upregulated target genes *C4b*, *Fcgr2b*, and *Irf8* are enriched in the complement and coagulation cascades, which are targeted by downregulated miR-322-3p or miR-542-3p in hypothalamic tissues (Fig 3C and S5 Fig). 

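Fcgr2b (NCBI gene 14130, chromosome 1, 170960558 to 170976071) rose from 1.77 ± 0.234 to 3.61 ± 0.549 CPM in the hypothalamus (log2 fold change 1.03, standard error 0.19, adjusted p = 0.0371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost with mouse 1, 2, 4 or 6 left out (adjusted p from 0.0962 to 0.146). Irf8 (NCBI gene 15900, chromosome 8, 120736358 to 120756694) rose from 3.64 ± 0.403 to 5.79 ± 0.166 CPM (log2 fold change 0.67, adjusted p = 0.0446 from the same test), a call lost with mouse 1, 2, 4, 5 or 6 left out (adjusted p from 0.0668 to 0.153) and, at 0.40, on log2(FPKM + 1). For Fcgr2b and Irf8, all 3 aged libraries lay above all 3 young ones.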

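Fos, Tpm2 and Pln were lower in every aged than in every young hypothalamic library, but none was a DEG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fos (NCBI gene 14281, chromosome 12, 85473890 to 85477274) fell from 12.9 ± 0.984 to 8.23 ± 2.13 CPM (log2 fold change −0.65, standard error 0.18, adjusted p = 0.0815 from the same test). Tpm2 (NCBI gene 22004, chromosome 4, 43513726 to 43523583) fell from 19.2 ± 2.65 to 12.4 ± 3.06 CPM (log2 fold change −0.63, standard error 0.17, adjusted p = 0.0815 from the same test). Pln (NCBI gene 18821, chromosome 10, 53337686 to 53345999) fell from 5.74 ± 1.00 to 3.18 ± 0.844 CPM (log2 fold change −0.85, standard error 0.21, adjusted p = 0.0649 from the same test). DESeq2 called Fos (adjusted p = 0.0104), Tpm2 (adjusted p = 0.00691) and Pln (adjusted p = 0.0117), within ranges of 0.0102 to 0.0805, 0.00657 to 0.135 and 0.0116 to 0.0681 over the alternatives that keep all mice. Leaving out young mouse 3 brought Tpm2 (adjusted p = 0.0379) and Pln (adjusted p = 0.0341) past the threshold, and leaving out aged mouse 4 brought Tpm2 past it (adjusted p = 0.0490).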

Downregulated genes targeted by upregulated miRNAs were significantly enriched in dilated cardiomyopathy, adrenergic signaling, and prolactin signaling pathways in hypothalamic tissue (Fig 3D). In the hippocampus, upregulated genes targeted by downregulated miRNAs were significantly enriched in the complement and coagulation cascades, as well as antigen processing and presentation signaling pathways (Fig 3E). *Cd22*, which is upregulated in the aged brain, restrains phagocytic capacity and phagocytic clearance of protein aggregates and cellular debris [40]. 

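H2-Aa, H2-Eb1, Cd74, Hspa1a, Hspa1b and Cd209a were examined in hippocampal tissue, and H2-Aa alone was a DEG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. H2-Aa (NCBI gene 14960, chromosome 17, 34282744 to 34287823) rose from 1.10 ± 0.195 to 3.26 ± 0.639 CPM (log2 fold change 1.56, standard error 0.24, adjusted p = 0.0454 from the same test), a call lost with mouse 2, 3, 4 or 6 left out (adjusted p from 0.0805 to 0.247). H2-Eb1 (NCBI gene 14969, chromosome 17, 34305867 to 34316674) rose from 1.14 ± 0.402 to 2.65 ± 0.512 CPM (log2 fold change 1.21, adjusted p = 0.0789 from the same test). Cd74 (NCBI gene 16149, chromosome 18, 60803849 to 60812652) rose from 4.23 ± 0.915 to 10.3 ± 2.12 CPM (log2 fold change 1.28, adjusted p = 0.0525 from the same test), and was called without young mouse 1 (adjusted p = 0.0477). DESeq2 called Cd74 too (adjusted p = 1.03e-05), as did the tests of every gene with at least 1 read (adjusted p = 0.0427), of all 12 libraries (adjusted p = 0.0471), of log2(FPKM + 0.1) (adjusted p = 0.0486) and of log2(FPKM + 1) (adjusted p = 0.0467). Cd209a (NCBI gene 170786, chromosome 8, 3743395 to 3748984) had 2 to 7 counts per young library and 17 to 24 per aged library (log2 fold change 2.16, adjusted p = 0.0699 from the same test). Hspa1a (NCBI gene 193740, chromosome 17, 34969359 to 34972156) rose from 12.6 ± 1.56 to 19.7 ± 3.25 CPM (log2 fold change 0.65, adjusted p = 0.0749 from the same test). Hspa1b (NCBI gene 15511, chromosome 17, 34956429 to 34959238) was at 11.1 ± 4.04 CPM in young and 17.4 ± 2.82 CPM in aged mice, with overlap (log2 fold change 0.64, adjusted p = 0.169 from the same test), and was called without young mouse 1, at 0.98 (adjusted p = 0.0495). Hspa1a and Hspa1b are near copies, and their summed level rose from 23.7 ± 5.58 to 37.1 ± 6.05 CPM. Over the alternatives that keep all mice, the adjusted p-values ran from 0.0157 to 0.0811 for H2-Eb1, 1.03e-05 to 0.0544 for Cd74, 0.0209 to 0.0750 for Cd209a, 0.00420 to 0.0790 for Hspa1a and 0.0767 to 0.177 for Hspa1b.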

In our analysis, we found, in addition to *Cd22*, several upregulated genes involved in antigen processing and presentation signaling pathways, which is concordant with the decreased expression of relevant miRNAs (Fig 3E). Downregulated genes targeted by upregulated miRNAs were significantly enriched in the arginine and proline metabolic pathways (Fig 3F). 

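Carns1 and Sardh fell in hippocampal tissue without overlap of the young and aged libraries, but were no DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Carns1 (NCBI gene 107239, chromosome 19, 4164324 to 4175479) fell from 22.0 ± 2.09 to 13.6 ± 4.27 CPM (log2 fold change −0.69, standard error 0.21, adjusted p = 0.117 from the same test). Sardh (NCBI gene 192166, chromosome 2, 27188393 to 27248332) fell from 17.8 ± 2.14 to 11.7 ± 0.898 CPM (log2 fold change −0.61, standard error 0.11, adjusted p = 0.0645 from the same test). Over the alternatives that keep all mice, the adjusted p-values of Carns1 and Sardh ran from 0.0266 to 0.122 and 0.00162 to 0.0663.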

Taken together, our gene network and functional enrichment analyses suggest that miRNA-mediated gene expression regulation induces age-dependent molecular and cellular changes.

### Gene regulatory network of differentially expressed miRNAs and their target genes in aged brain

From our mRNA and small-RNA sequencing data, we identified the network of differentially expressed miRNAs and their predicted target genes that are commonly found in the hypothalamus and hippocampus. Upregulated *Pcdhb3*, *Zc3hav1*, *Pcdhb9*, *C4b*, *Zbtb16*, *Mlph*, *Xdh*, and *Abca8a* are linked to downregulated miRNAs miR-322-3p and miR-542-3p as miRNA–target gene pairs (Fig 4A). 

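The 10 pairs of Fig 4A were searched for seed sites in the longest 3′UTR of each gene among protein-coding GENCODE transcripts. A site of 7 bases matched positions 2 to 8 of the miRNA, or positions 2 to 7 followed by an A opposite position 1, whether or not that A pairs. A site of 8 bases had both the match to positions 2 to 8 and that A. A site was found in 7 of the 10 pairs. For miR-322-3p, the 7-base sites lay in Pcdhb3 (chromosome 18, 37304495 to 37304501), Zc3hav1 (chromosome 6, 38305952 to 38305958), Pcdhb9 (chromosome 18, 37403584 to 37403590) and Zbtb16 (chromosome 9, 48655876 to 48655882). For miR-542-3p, they lay in Zbtb16 (chromosome 9, 48656013 to 48656019), Mlph (chromosome 1, 90948796 to 90948802) and Abca8a (chromosome 11, 110025763 to 110025769). The Zbtb16 sites are TCATGTT, within TGGCCTCTTGTCATGTTTGCTTTTAGC, and CTGTCAC, within GAGAACGTTACTGTCACTGAGGATCCT. No site was found for miR-542-3p in Xdh, whose 3′UTR has 538 bases, or for either miRNA in C4b. The C4b 3′UTR has 106 bases on the minus strand of chromosome 17 (34728380 to 34728485), in the last of 41 exons. Its sequence is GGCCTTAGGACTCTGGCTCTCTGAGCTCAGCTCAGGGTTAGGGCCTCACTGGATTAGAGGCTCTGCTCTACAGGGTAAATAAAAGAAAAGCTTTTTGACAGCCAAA. Predicted RefSeq models of C4b with 3′UTRs of 151 and 152 bases (from 34728140 and 34728139 to 34728290) hold 1 site for miR-542-3p and 0 for miR-322-3p. The coding sequence of C4b holds 2 sites for miR-542-3p and 0 for miR-322-3p. Prediction programs that score other kinds of sites were not used here.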

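In the same search of 3′UTRs, 11 of the 13 pairs of Fig 4B had a seed site. For miR-3084-3p, Gabra2 held 3 sites (chromosome 5, 70961604 to 70961610, 70959340 to 70959346 and 70958932 to 70958938). Sgk2 (chromosome 2, 163013485 to 163013491), Nnt (chromosome 13, 119354467 to 119354473) and Wdfy1 (chromosome 1, 79703989 to 79703995) held 1 each, and Hist1h1c and Pdlim2 held 0. For miR-8114, Wdfy1 held 3 sites (79705495 to 79705501, 79704898 to 79704904 and 79703756 to 79703762) and Tspan2 held 2 (chromosome 3, 102770776 to 102770782 and 102771570 to 102771576). Single miR-8114 sites lay in Hist1h1c (chromosome 13, 23739620 to 23739626), Pdlim2 (chromosome 14, 70164473 to 70164479), Ddah2 (chromosome 17, 35062043 to 35062049), Rnf122 (chromosome 8, 31128982 to 31128988) and Cldn11 (chromosome 3, 31164211 to 31164217). The Hist1h1c site lies in the GENCODE 3′UTR of 880 bases, beyond the end of the NCBI gene given above (23739531). None of the sites in Fig 4A or 4B was a site of 8 bases as defined above, with both the match to positions 2 to 8 and the A opposite position 1.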

Upregulated miRNAs miR-3084-3p and miR-8114, and downregulated target genes *Sgk2*, *Gabra2*, *Nnt*, *Wdfy1*, *Hist1h1c*, *Pdlim2*, *Ddah2*, *Rnf122*, *Cldn11*, and *Tspan2* (Fig 4B) also exhibit miRNA–target gene relationships. We then investigated whether age-related differentially expressed target genes are repressed by their corresponding miRNAs. *C4b* expression levels decreased upon transfection with miR-322-3p and miR-542-3p mimics in the astrocyte cell line (Fig 4C).

**Fig 4:**
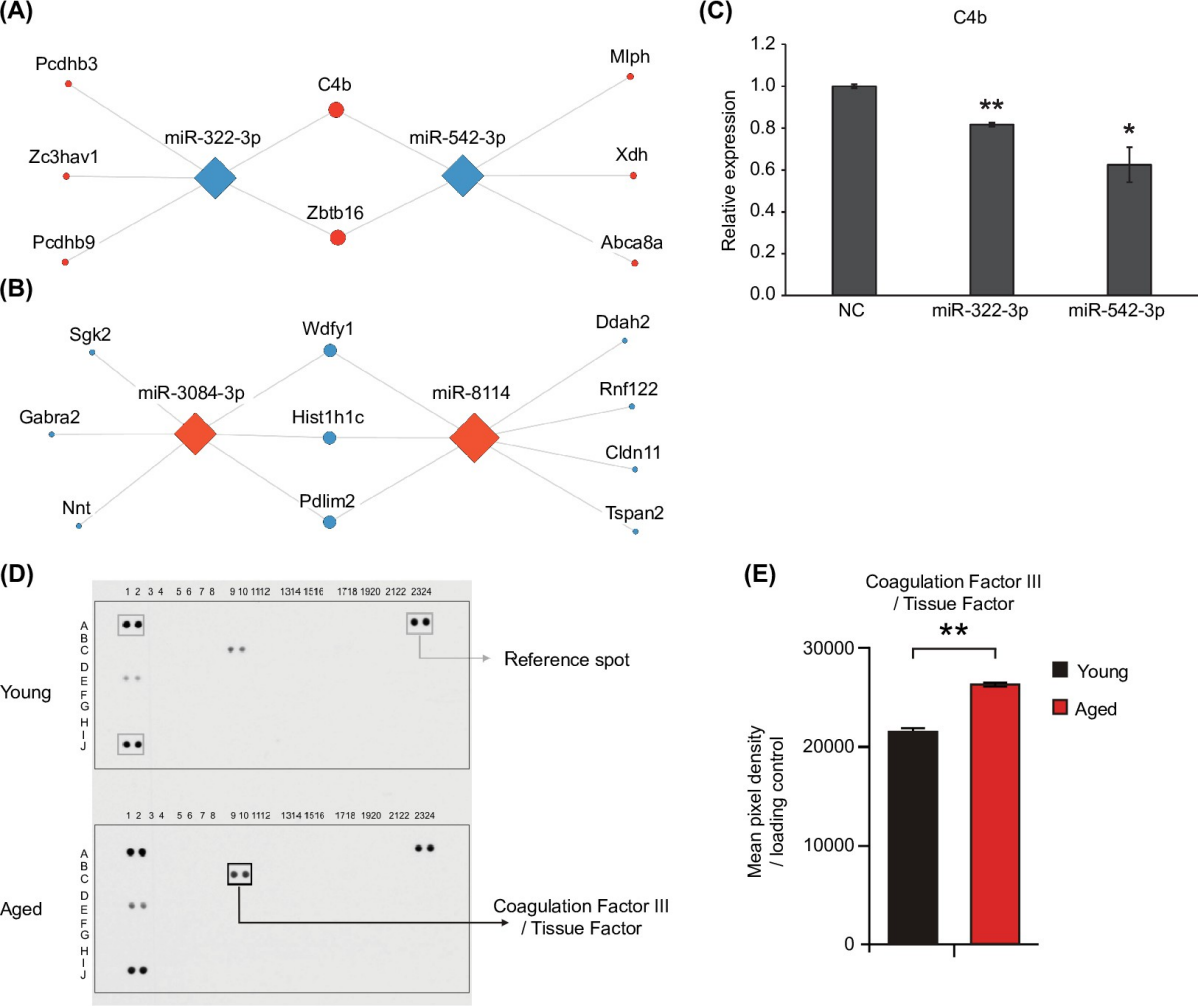
miRNA-mediated target gene regulation during brain aging. (A, B) Differentially expressed miRNAs and their predicted common target genes in both hypothalamic and hippocampal tissues. Node sizes for target genes ranked by the degree method [61]. The network of downregulated miRNAs and upregulated target genes is shown in (A). The network of upregulated miRNAs and downregulated target genes is shown in (B). (C) Validation of target gene expression following mimic miR-322-3p and miR-542-3p transfection in the astrocyte cell line by qRT-PCR (n = 3). Data are expressed as mean ± standard deviation (SD). **p < 0.01, * p < 0.05 by Student’s two-tailed t-test. (D) Representative images of immunoblot for coagulation factor III and 110 soluble proteins in the brains of young and aged mice. (E) Quantification of coagulation factor III. Data are expressed as mean ± standard deviation (SD). **p < 0.01, * p < 0.05 by Student’s two-tailed t-test.

Relieving miRNA-mediated suppression of gene expression during brain aging can contribute to *C4b* upregulation, which is a noticeable aging signature in our analysis. 

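The log2 CPM of C4b and of each miRNA were compared over the 12 pairs of mRNA and small-RNA libraries with the same label, a family of 2 relations. The mean of each group of tissue and age was removed first, so that the age difference itself plays no part, and labels were permuted within groups in 100000 resamples. With miR-322-3p, Pearson's r was −0.348 (permutation p = 0.299, adjusted p = 0.598) and Spearman's rho −0.427 (permutation p = 0.257, adjusted p = 0.514), with r = −0.433 without the 2 farthest libraries. With each mouse left out, r ran from −0.651, without aged mouse 4, to −0.042, without aged mouse 5. With miR-542-3p, r was 0.144 (permutation p = 0.693, adjusted p = 0.693) and rho −0.042 (permutation p = 0.923, adjusted p = 0.923), with r = −0.245 without the 2 farthest libraries. This r was −0.347 without aged mouse 4 and 0.411 without aged mouse 5.
The effect of each miRNA on all genes with its seed site was then tested. The median log2 fold change of genes with a site was compared with 10000 random lists of genes without one, matched on 3′UTR length and expression, and adjusted by the Benjamini-Hochberg method over 8 tests. For miR-322-3p, the shift was −0.0022 (adjusted p = 0.486) in the hypothalamus and 0.0227 (adjusted p = 0.000533) in the hippocampus. For miR-542-3p it was 0.0026 (adjusted p = 0.456) and −0.0035 (adjusted p = 0.373), for miR-3084-3p −0.0072 (adjusted p = 0.0380) and −0.0133 (adjusted p = 0.000533), and for miR-8114 −0.0061 (adjusted p = 0.237) and −0.0218 (adjusted p = 0.000533). In these tests, 4 of 8 passed, 0 of 8 did with sites of 8 bases alone, and 0 of 8 did with lists matched on 3′UTR GC content as well, a setting chosen after seeing the data. With each mouse left out, 3 to 5 passed. The paper proposes, from the fall of these miRNAs with age and from cells transfected with their mimics, that lost repression adds to the rise of C4b. The transfections were not analysed here.

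**Figure D2:**
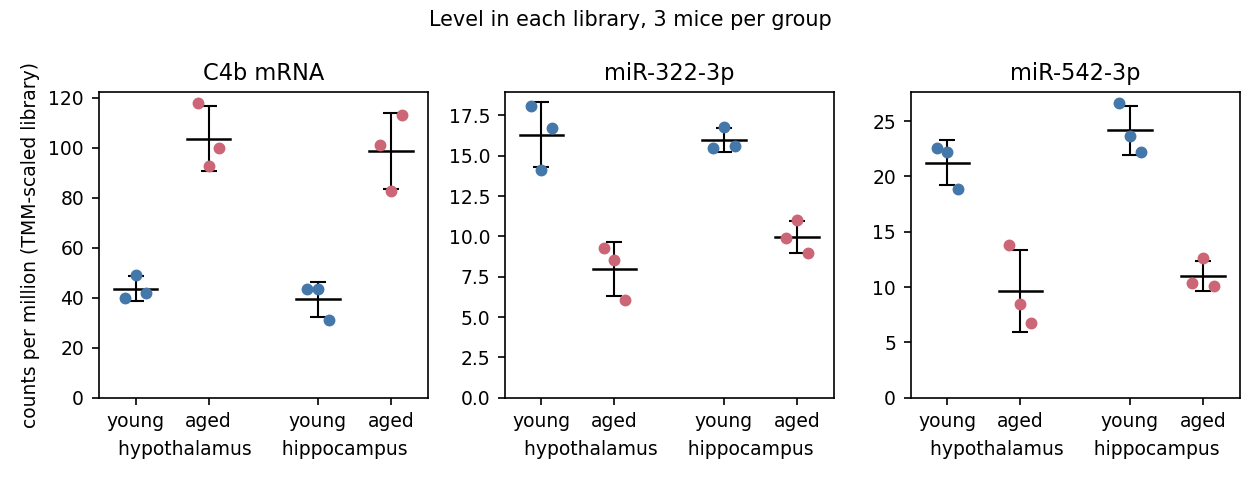
Levels of C4b, miR-322-3p and miR-542-3p in each library of young and aged mice, in CPM of the normalized libraries. Points are single mice, with mean ± SD over 3 mice per group.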

*C4b* is a key component of the complement system that plays an important role in innate immunity and links the immune system to the coagulation pathway [62, 63]. Higher *C4b* levels are associated with inflammation and tissue destruction [64, 65]. Dysfunction of the complement and coagulation systems are involved in age-related macular degeneration, thrombosis, and hemorrhage [66]. Our study found aging-dependent changes of miRNAs and target genes involved in the complement and coagulation pathways (Figs 3C, 3E and 4A). Therefore, we examined the alteration of a key effector in the complement and coagulation pathways in aged mouse brain samples. We analyzed the levels of coagulation factor III, a primary initiator of the extrinsic coagulation pathway, and 110 soluble proteins, including cytokines, chemokines, and growth factors, with the Mouse XL Cytokine Array Kit in young and aged brains using the same samples as for mRNA and small-RNA sequencing. The levels of most other cytokines and soluble proteins did not significantly change in the aged brains (Fig 4D). However, higher coagulation factor III levels were observed in the aged brains than in the young brains (Fig 4D and 4E). Collectively, our data suggest dysregulation of complement and coagulation pathways as a prominent feature of gene expression changes during brain aging.

## Discussion and conclusions

miRNA-mediated regulatory networks in the early stages of normal brain aging are not comprehensively understood. We therefore performed simultaneous mRNA and small-RNA sequencing of hypothalamic and hippocampal tissues from young and aged mouse brains, which enabled identification of novel miRNA-mediated regulatory networks (Fig 1A). The number of genes with significant changes is limited, and the overall ranges of gene expression changes are small in both hypothalamic and hippocampal tissue during the early stage of normal brain aging (2 months and 15 months). Previous studies reported more variability in differentially expressed miRNAs and mRNAs in hippocampal tissue at later stages (2 months and 18 months [22], and 2 months and 24 months [12]) of aging. However, we identified several aging-related differentially expressed mRNAs (S1B and S1C Fig) and miRNAs (S4B, S4C, S4F and S4G Fig) in hypothalamic and hippocampal tissues. The early signatures revealed by our study can provide insight into triggering factors that induce age-dependent progressive molecular and cellular changes, which warrant further investigation. Our RNA-seq data were generated from the hypothalamic and hippocampal tissues of young and aged male mice. Therefore, further analysis of aging in female mouse brain is also needed to identify both common and sex-specific aging processes.

Recently, single-cell sequencing has been performed to understand cell type-specific aging processes in mouse brains [13, 54]. Although snRNA-seq data for the hypothalamus and hippocampus only cover approximately half of the genes analyzed from our bulk mRNA-seq, we tried to estimate the cell-type origin of DEGs in our bulk mRNA-seq data using snRNA-seq data. Only a small number of genes among approximately 100 DEGs of the bulk mRNA-seq data were found in the snRNA-seq data. DEGs that change sensitively in response to cellular signaling or environmental stimulation may be expressed in low abundance and can therefore not be detected by snRNA-seq analysis [67–69]. Several DEGs of our bulk mRNA-seq data similarly showed changed expression in snRNA-seq data, especially in oligodendrocytes, even though the total genes analyzed by bulk mRNA-seq were mainly found in the snRNA-seq data of neurons. Compared with neurons, which comprise approximately 50% of mouse whole brain tissue, oligodendrocytes make up a smaller proportion [70]. However, gene expression changes during aging seem to be particularly dynamic in oligodendrocytes. When expression levels of DEGs detected in our bulk mRNA-seq data were evaluated in snRNA-seq, *C4b* in particular was shown to be upregulated in several cell types, including hippocampal astrocytes and oligodendrocytes, and hypothalamic astrocytes (Fig 2I). Previous studies have reported that isolated hypothalamic [71] and hippocampal astrocytes [24] exhibit increased *C4b* expression during aging. DEGs only detected in bulk mRNA-seq data need to be further validated with a sensitive method to capture small changes at the single cell level, which would further our understanding of cell type-specific changes in gene expression during brain aging.

In this study, we identified specific pathways related to gene expression changes during the early aging process (Fig 1D and 1E). Immune-related pathways were significantly enriched in DEGs. Specifically, our mRNA-seq analysis showed notable upregulation of *Cd22*, previously reported to regulate B cell receptor signaling during aging [40], consistent with another previous report [12]. We also analyzed miRNA-mediated gene regulatory networks using miRNA and mRNA expression profiles in young and aged mouse brains (S9 Fig). miRNA-target genes with differential expression in our sequencing data are enriched in immune-related biological pathways, including the complement and coagulation cascades, the IL-17 signaling pathway, antigen processing and presentation, and chemokine signaling. Giannos and Prokopidis [72] performed a meta-analysis of gene expression data of hippocampal tissues of young (5–8 months) and aged (21–26 months) male rats to identify clustered protein–protein interaction networks of DEGs. Similar to our result, their highly-ranked cluster of 19 age-related hippocampal DEGs was also associated with immune response. These independent analyses of aging in mouse and rats indicate that immune system and immune-related responses are closely related to the early aging process, which is consistent with previous findings that immune system dysfunction has a great effect on aging [73, 74].

*C4b*, a representative gene in the complement system, was upregulated and targeted by two downregulated miRNAs in the hypothalamus, and thirteen downregulated miRNAs in the hippocampus during brain aging (Fig 3E). In particular, miR-542-3p, miR-322-3p, and *C4b* form a gene regulatory network commonly found in the hypothalamus and hippocampus. 

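Of the 715 tested miRNAs, 10 (1.4%) had a seed site in the 106 bases of the C4b 3′UTR. None of the 3 miRNAs downregulated in the hypothalamus and none of the 15 downregulated in the hippocampus by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was among them. The 15 hippocampal miRNAs included miR-322-5p, miR-19b-3p, miR-20a-5p (log2 fold change −0.78, adjusted p = 0.0237 from the same test) and miR-409-3p (log2 fold change −0.59, adjusted p = 0.0263 from the same test). Sites in the coding sequence or in longer 3′UTRs were not counted.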

Serum concentrations of complement components have previously been reported to increase in the brains of aged mice [75], and are associated with increased susceptibility to neurodegeneration. A knockout mouse model of *C1q*, another component of the complement system [76], exhibited less cognitive decline [77, 78]. The complement system is interconnected with the coagulation system [79], of which coagulation factor III was found to be elevated in our aged mouse brain sample at the protein level. Aging is associated with thrombosis and bleeding disorders [64–66]. In addition, thrombin dysregulation leads to inflammatory brain diseases such as Alzheimer’s disease [80–82]. Zorzetto et al. [83] found that patients with Alzheimer’s disease have statistically significant increased C4b expression compared with healthy controls, and suggested that increased C4b explain the possible role of elevated complement component C4 protein levels in Alzheimer’s disease development. Stein et al. [84] indicated that elevated C4b level may be associated with increased inflammation in aging brains. Taken together with previous findings, our data indicate the necessity of clearly defining the direct effects of a gene regulatory network on the complement and coagulation cascades, which could uncover the critical gene regulatory network of miRNAs and their target genes in brain aging.

Herein, we presented mRNA and miRNA profiles generated from the same samples of mouse hypothalamus and hippocampus tissues, which covered age-dependent changes from 2 to 15 months. Our data provides a valuable resource to understand miRNA-mediated gene expression regulation during the early stage of brain aging. In addition, the identification of other potential age-dependent regulators of gene expression, such as circular RNA and long non-coding RNA, could reveal complex gene regulatory networks involved in aging processes.

## Materials and methods

### Animal studies

All experimental protocols were approved by the Institutional Animal Care and Use Committee of Soonchunhyang University (protocol number #SCH19-0027). Male C57BL/6J mice (2 months old for young, n = 6; 15 months old for aged, n = 6) were obtained from ORIENT BIO (Seongnam-si, Korea) and Korea Basic Science Institute (KBSI) Gwangju Center (Gwangju, Korea). Each cage contained 5–6 mice. Mice were fed Harlan 2018S (ENVIGO Co., LTD) ad libitum. The feed was sterilized using irradiation and hydrogen peroxide (H_2_O_2_). Water and Beta-Chip bedding (Abedd, LTE E-001) were autoclaved at 121°C for 20 minutes before use. Mice were housed in specific-pathogen free environment. Temperature and humidity were maintained at 18–22°C and 40–60%, respectively. Ventilation rate was 10–15 times/hour (All Fresh Air System). Mice were kept in 12 h light (7:00–19:00)/12 h dark cycle (19:00–7:00). We sterilized the equipment used using an autoclave, and goods that were non-autoclavable were sterilized with H_2_O_2_.

### Brain tissue isolation

We isolated the hypothalamus and hippocampus of the mouse brains. Tissues were dissociated with Tissue Extraction Reagent I (FNN0071, Thermo Fisher Scientific, Waltham, MA, USA) or TRIzol™ Reagent (15596026, Thermo Fisher Scientific) for 1 min using a BeadBug™ microtube homogenizer (Z763713, Sigma-Aldrich, St Louis, MO, USA). Total RNA was isolated from hypothalamus and hippocampus tissue lysates using TRIzol™ Reagent (15596026, Thermo Fisher Scientific).

### Cell lines and transfection

Astrocyte cell line C8-D1A (astrocyte type I clone from C57/BL6 strains) was purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS, Thermo Fisher Scientific) and incubated at 37°C and 5% CO_2_. Cells were subsequently transfected with 40 nM mmu-miR-542-3p, mmu-miR-322-3p, and NC mimics (GenePharma, Shanghai, China) using Lipofectamine (RNAiMAX Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Cells were harvested after 48 hours of transfection for the analysis.

### Quantitative RT-PCR

Total RNA was extracted from cells using TRIzol™ Reagent (15596026, Thermo Fisher Scientific) and DNase I. cDNA synthesis was performed with 0.5 μg total RNA using ReverTra Ace qPCR RT Master Mix reverse transcription kit (Toyobo, Osaka, Japan). Using the synthesized cDNA, quantitative PCR (qPCR) was used to determine mRNA levels, normalized to universal housekeeping reference gene *36B4* levels, and qPCR was performed using SYBR Green Realtime PCR Master Mix (Toyobo). Mature miRNA levels were identified using TaqMan microRNA assays (Applied Biosystems, Bedford, MA, USA) and normalized to *U6* snRNA levels. The comparative cycle threshold (Ct) method was used to determine relative mature miRNA and mRNA levels. Primer sequences used for RT-PCR were as follows: 36B4, forward 5′-AACGGCAGCATTTATAACCC-3′, reverse 5′-CGATCTGCAGACACACACTG-3′; C4b, forward 5′-ACTTCAGCAGCTTAGTCAGGG-3′, reverse 5′-GTCCTTTGTTTCAGGGGACAG-3′.

### Analysis of coagulation factor III levels

Whole male mouse brains were isolated and lysed in Tissue Extraction Reagent I (FNN0071, Thermo Fisher Scientific) to quantify coagulation factor III levels. Tissue lysates were centrifuged at 15,300 × g for 10 min at 4°C, and the supernatant protein concentrations determined using the Bradford assay (500–0006, Bio-Rad Laboratories, Hercules, CA, USA). Mouse brain protein lysates were analyzed for coagulation factor III and 110 soluble proteins, including chemokines, cytokines, and growth factors, using the Mouse XL Cytokine Array Kit (ARY028, R&D systems, Minneapolis, MN, USA), according to the manufacturer’s instructions. Briefly, 100 μg protein lysate was incubated with nitrocellulose membranes containing 111 different captured antibodies, printed in duplicate, for 16 h at 4°C. Nitrocellulose membranes were subsequently incubated with a detection antibody diluted in assay buffer for 2 h at room temperature and then incubated with streptavidin–horseradish peroxidase (HRP) in assay buffer for 30 min at room temperature. Immunoreactive spots on the nitrocellulose membranes were detected using the chemical reagent mix and then exposed to X-ray film. In this study, multiple exposure times were used. Pixel densities from positive signals on the developed X-ray film were collected using a transmission mode scanner and analyzed with image analysis software (HLImage++ Version 25.0.0r, https://www.wvision.com/QuickSpots.html, Western Vision Software, Salt Lake City, UT, USA). Pixel densities were quantified and the relative change in analyte levels was determined.

### mRNA library preparation and sequencing

Three biological replicates (three mice) were prepared from each group of young (2-month-old) and aged (15-month-old) male mice. Total RNA was extracted from the mouse brain tissue using TRIzol (Invitrogen) reagent. For bulk-RNA sequencing, a 2100 Bio-Analyzer and RNA 6000 Nano Kit (Agilent, Santa Clara, CA, USA) were used to assess RNA quantity and quality. Total RNA from each sample was used to generate mRNA sequencing libraries provided by BGI Genomics Co., Ltd. Briefly, poly-A-containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. After purification, the mRNA was cleaved with divalent cations at high temperature, and the cleaved RNA fragments were subsequently converted into single-strand cDNA using reverse transcriptase and random primers. The second strand of cDNA was synthesized using DNA Polymerase I and RNase H. After PCR amplification, the products were purified and enriched. DNA nanoballs were loaded into patterned nanoarrays, and 100 bp pair-end reads were performed using the BGISEQ-500 platform for further data analysis.

### Small-RNA library preparation and sequencing

Small-RNA sequence libraries were prepared using the TruSeq Small RNA Library Prep Kit (Illumina, San Diego, CA, USA), with 5 μg total RNA per sample for 12 samples. Sequencing adapters were attached to the RNA molecules, which were used as primer-binding sites during reverse transcription and PCR amplification of the cDNA sequence pool. The amplified cDNA fragments were separated on agarose gel, and the band corresponding to the miRNA fragments with ligated adapters was excised for subsequent sequencing. The library ranged from 145 to 160 bp. cDNA fragments were sequenced by read-length using the sequence-by-synthesis method on an Illumina HiSeq 2500 platform.

### mRNA sequence analysis

For mRNA sequencing, low-quality raw sequence reads, reads with adapters, and reads with unknown bases were filtered using SOAPnuke software (https://github.com/BGI-flexlab/SOAPnuke) to yield clean reads [85]. Next, filtered clean reads were mapped onto the reference mouse genome (*Mus musculus*, UCSC mm10) (https://genome.ucsc.edu/) using Hierarchical Indexing for Spliced Alignment of Transcripts (HISAT) (http://www.ccb.jhu.edu/software/hisat/index.shtml) [86]. StringTie (http://ccb.jhu.edu/software/stringtie) was used to predict novel genes [87]. Cuffcompare (Cufflinks tools) (http://cole-trapnell-lab.github.io/cufflinks) [88] was used to compare the reconstructed transcripts to the reference annotation, and CPC tools (http://cpc.cbi.pku.edu.cn) [89] were used to predict the coding potential of novel transcripts. Subsequently, the gene expression levels of each sample were determined using Bowtie2 (http://bowtie-bio.sourceforge.net/Bowtie2/index.shtml) [90] and RSEM (http://deweylab.biostat.wisc.edu/RSEM) [91]. To reflect gene expression correlations between samples, we calculated the Pearson correlation coefficients of all gene expression levels and displayed these coefficients using heat maps. All samples were hierarchically clustered according to the expression levels of all genes.

### Small-RNA sequence analysis

Raw sequencing reads were filtered based on quality and trimmed using adapter sequences. The trimmed reads form a unique cluster that matches both sequence identity and read length. The reads were aligned to the reference mouse genome (*Mus musculus*, UCSC mm10) (https://genome.ucsc.edu/) and miRBase v21 (http://www.mirbase.org/) [92] precursor miRNAs to identify known and novel miRNAs, respectively. The miRDeep2 (https://www.mdc-berlin.de/8551903/en/) [93] (Friedländer, et al., 2008) algorithm was used to predict potential hairpin structures. Unique cluster reads were then sequentially matched against the reference mouse genome, miRBase v21, and the non-coding RNA database, Rfam9.1 (http://rfam.xfam.org/) [94], to classify the known miRNAs. Read counts for each miRNA were extracted from the mapped miRNAs to determine abundance. Reproducibility was evaluated using Pearson’s coefficient of the log_2_(Count+1)-value. For the range -1 ≤ r ≤ 1, values approaching 1 represent greater similarity between samples. Differentially expressed miRNAs in young and aged mice were identified using DESeq2 algorithms (https://github.com/mikelove/DESeq2) [95].

### Differential gene expression analysis

For small-RNA sequencing, the reads for each miRNA were normalized to the total reads of each sample. The normalized values were then converted to reads per million (RPM), calculated as miRNA count/total count of each sample x 1 million, to identify differentially expressed miRNAs. Fold-change and nbinomWald Test from DESeq2 algorithms were used for statistical analysis of each comparison pair. Selection criteria for differentially expressed mRNA and miRNAs included fold change ≥ 1.5 and an adjusted p-value < 0.05. Volcano plots for mRNA sequencing were generated using the EnhancedVolcano v1.12 R package (https://github.com/kevinblighe/EnhancedVolcano) [96]. Scatter plots for small-RNA sequencing were generated using the ggplot2 R package (https://ggplot2.tidyverse.org).

### Comparison of individual age-related genes in bulk RNA-seq and snRNA-seq datasets

We compared changes in the expression of individual candidate genes during brain aging in hypothalamic and hippocampal tissues from publicly available snRNA-seq hypothalamic (GSE188646) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188646) and hippocampal (GSE161340) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161340) datasets to our bulk RNA-seq datasets. RNA counts from each cell type were normalized and transcripts per 10,000 (TP10k)-values were calculated using the Seurat R package (https://satijalab.org/seurat/) [97]. We then used the log_10_ scale to normalize the TP10K values of each transcript of the identified cell types in snRNA-seq datasets. For our bulk RNA-seq datasets, which were generated from hypothalamic and hippocampal tissues, we used the fragments per kilobase of transcript per million fragments mapped (FPMK)-count of each identified gene and divided it by the gene length. We then multiplied these values by one million and divided by the total number of identified genes to calculate normalized transcript per million (TPM) values. We then used the log_10_ scale-normalized TPM values from each transcript to compare individual RNA counts in the publicly available snRNA-seq datasets and our bulk RNA-seq datasets. To analyze common genes in both bulk mRNA-seq and snRNA-seq data within the identified cell types, we used module score function (Seurat::AddModuleScore()) from the Seurat R package, which represents average expression level of each cluster on single-cell level, subtracted by the aggregated expression of control sets [57].

### miRNA target prediction and functional analysis

Targetscan-Mouse v7.2 (https://www.targetscan.org/mmu_72/) [60] was used for target prediction analysis of the differentially expressed miRNAs. Predicted target genes from differentially expressed miRNAs were analyzed with KEGG pathway enrichment (https://www.genome.jp/kegg/kegg1b.html) [98] using the “pathfindR” R package (https://github.com/egeulgen/pathfindR) [99]. Statistical significance was set at p < 0.05. Enriched KEGG pathways and differentially up- and downregulated target genes were constructed and visualized using Cytoscape v3.9.0-BETA1 software (https://cytoscape-builds.ucsd.edu/Cytoscape-3.9.0/beta1/) [100]. Differentially expressed miRNAs and mRNA in hippocampal and hypothalamic tissues were also visualized using the Cytoscape software.

### miRNA–mRNA regulatory network and core subnetwork analysis

Upregulated and downregulated differentially expressed target genes were mapped into the STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) (https://string-db.org/) database (stringApp v1.7.1) (https://github.com/RBVI/stringApp/releases) [101], and a confidence score ≥ 0.1 was used to assess the information of the gene regulatory network between target genes visualized with Cytoscape v3.9.0-BETA1. The Cytoscape plug-in app MCODE v2.0 (https://mcode.readthedocs.io/en/latest/) [102] was applied to the gene regulatory networks to calculate the major hub target genes, and the top ten targets were ranked by the degree method using the Cytoscape plugin app cytoHubba v0.1 (https://apps.cytoscape.org/apps/cytohubba) [61] to identify significant functional modules.

## Supporting information

S1 Fig mRNA sequencing analysis of the hypothalamus and hippocampus of young and aged mice. (A). Heatmap of Pearson’s correlation coefficients for gene expression in each young and aged mouse brain hypothalamus and hippocampus sample. The X and Y axes represent each sample, and the color represents the correlation coefficient. (B, C). Volcano plots of all detected genes from mRNA sequencing analysis of young versus aged hypothalamic and hippocampal tissues. Differentially upregulated genes are colored red, differentially downregulated genes are colored blue, and non-significant genes are colored gray. The cut-off was set as fold change > 1.5, and statistical significance was set as p_adj_ < 0.05.
(TIF) Click here for additional data file.

S2 Fig Number of gene distributions covered for cell types from hypothalamic and hippocampal tissue. (A) Bar graph showing the number of gene distributions covered for each cell type in hypothalamic tissue in bulk RNA sequencing versus single nucleus RNA sequencing datasets. (B) Bar graph showing the number of gene distributions covered for each cell type in hippocampal tissue in bulk RNA sequencing versus single nucleus RNA sequencing datasets.
(TIF) Click here for additional data file.

S3 Fig Correlation analysis of differentially expressed genes in both our bulk mRNA sequencing and publicly available single nucleus RNA sequencing datasets. (A). Pearson’s correlation analysis of Log_2_FC expression of differentially upregulated genes in bulk mRNA sequencing (cut-off value: fold change > 1.5, p_adj_ < 0.05) and single nucleus RNA sequencing (cut-off value: log_2_FC > 0.1, p_adj_ < 0.05) datasets from hypothalamic tissue. Linear regression is indicated with the colored line. The Pearson’s correlation coefficient (R^2^) and p-value are displayed in the graph. Gene expression changes in hypothalamic astrocytes (R^2^ = 0.65, p = 0.098), oligodendrocytes (R^2^ = 0.01, p = 0.85) and neurons (R^2^ = 0.01, p = 0.78) are not correlated. (B) Pearson’s correlation analysis of Log_2_FC expression of differentially downregulated genes in bulk mRNA sequencing (cut-off value: fold change > 1.5, p_adj_ < 0.05) and single nucleus RNA sequencing (cut-off value: log_2_FC > 0.1, p_adj_ < 0.05) datasets from hypothalamic tissue. Linear regression is indicated with the colored line. The Pearson’s correlation coefficient (R^2^) and p-value are displayed in the graph. Gene expression changes in hypothalamic astrocytes (R^2^ = 0.01, p = 0.81), oligodendrocytes (R^2^ = 0.04, p = 0.61) and neurons (R^2^ = 0.15, p = 0.3) are not correlated. (C) Pearson’s correlation analysis of Log_2_FC expression of differentially upregulated genes in bulk mRNA sequencing (cut-off value: fold change > 1.5, p_adj_ < 0.05) and single nucleus RNA sequencing (cut-off value: log_2_FC > 0.1, p_adj_ < 0.05) datasets from hippocampal tissue. Linear regression is indicated with the colored line. The Pearson’s correlation coefficient (R^2^) and p-value are displayed in the graph. Gene expression changes in hippocampal astrocytes (R^2^ = 0.84, p = 2.9e-05) and oligodendrocytes (R^2^ = 0.34, p = 0.029) are significantly correlated, whereas gene expression changes in hippocampal neurons (R^2^ = 0.0044, p = 0.81) are not correlated. (D) Pearson’s correlation analysis of Log_2_FC expression of differentially downregulated genes in bulk mRNA sequencing (cut-off value: fold change > 1.5, p_adj_ < 0.05) and single nucleus RNA sequencing datasets (cut-off value: log_2_FC > 0.1, p_adj_ < 0.05) from hippocampal tissue. Linear regression is indicated with the colored line. The Pearson’s correlation coefficient (R^2^) and p-value are displayed in the graph. Gene expression changes in hippocampal astrocytes (R^2^ = 0.00035, p = 0.95), oligodendrocytes (R^2^ = 0.003, p = 0.84), and neurons (R^2^ = 0.0061, p = 0.76) are not correlated.
(TIF) Click here for additional data file.

S4 Fig miRNA sequencing analysis of the hypothalamus and hippocampus of young and aged mice. (A) Heatmaps of Pearson’s correlation coefficients of log_2_(Count+1) values for miRNA expression of each young and aged mouse brain from hypothalamic and hippocampal tissue samples. The X and Y axes represent each sample, and the color represents the correlation coefficient. (B, C) Volcano plots of detected miRNA expression from miRNA sequencing datasets of young and aged mouse brain from (B) hypothalamic and (C) hippocampal tissues. Differentially expressed genes (cutoff value: fold change > 1.5, p_adj_ < 0.05) are colored red for upregulated genes, blue for downregulated genes, and gray for non-significant genes. (D, E) Validation of miRNA expression from small-RNA sequencing datasets by qRT-PCR in the (D) hypothalamic and (E) hippocampal tissues (n = 4). Data are presented as mean ± SEM. **p < 0.01, *p < 0.05. (F, G) Heatmap of differentially expressed miRNAs (cut-off value: fold change > 1.5, p_adj_ < 0.05) count numbers (TPM log_2_) in young and aged mouse brain samples from (F) hypothalamic and (G) hippocampal tissues.
(TIF) Click here for additional data file.

S5 Fig Differentially downregulated miRNAs predicted to target differentially upregulated mRNAs in hypothalamic tissues during aging. Heatmap shows differentially upregulated gene expression (cut-off value: fold change > 1.5, p_adj_ < 0.05) predicted to be targeted by differentially downregulated miRNAs (cut off value: fold change > 1.5, p_adj_ < 0.05) in mRNA sequencing and small-RNA sequencing datasets from hypothalamic tissue.
(TIF) Click here for additional data file.

S6 Fig Differentially upregulated miRNAs predicted to target differentially downregulated mRNAs in hypothalamic tissues during aging. Heatmap shows differentially downregulated gene expression (cut-off value: fold change > -1.5, p_adj_ < 0.05) predicted to be targeted by differentially upregulated miRNAs (cut off value: fold change > 1.5, p_adj_ < 0.05) in mRNA sequencing and small-RNA sequencing datasets from hypothalamic tissue.
(TIF) Click here for additional data file.

S7 Fig Differentially downregulated miRNAs predicted to target differentially upregulated mRNAs in hippocampal tissues during aging. Heatmap shows differentially upregulated gene expression (cut-off value: fold change > 1.5, p_adj_ < 0.05) predicted to be targeted by differentially downregulated miRNAs (cut-off value: fold change > 1.5, p_adj_ < 0.05) in mRNA sequencing and small-RNA sequencing datasets from hippocampal tissue.
(TIF) Click here for additional data file.

S8 Fig Differentially upregulated miRNAs predicted to target differentially downregulated mRNAs in hippocampal tissues during aging. Heatmap shows differentially downregulated gene expression (cut-off value: fold change > -1.5, p_adj_ < 0.05) predicted to be targeted by differentially upregulated miRNAs (cut-off value: fold change > 1.5, p_adj_ < 0.05) in mRNA sequencing and small-RNA sequencing datasets from hippocampal tissue.
(TIF) Click here for additional data file.

S9 Fig Protein–protein interaction (PPI) network of miRNA-mediated differentially expressed target genes in hypothalamic and hippocampal tissues during aging. (A) PPI analysis of differentially upregulated genes targeted by differentially downregulated miRNAs in hypothalamic tissues, derived from mRNA sequencing datasets and small-RNA sequencing datasets. PPI network analyzed by STRING and MCODE, node sizes for target genes are determined by the degree method, and node color indicates the cell type. (B) PPI analysis of differentially downregulated genes targeted by differentially upregulated miRNAs in hypothalamic tissues, derived from mRNA sequencing datasets and small-RNA sequencing datasets. PPI network analyzed by STRING and MCODE, node sizes for target genes are determined by the degree method, and node color indicates the cell type. (C) PPI analysis of differentially upregulated genes targeted by differentially downregulated miRNAs in hippocampal tissues, derived from mRNA sequencing datasets and small-RNA sequencing datasets. PPI network analyzed by STRING and MCODE, node sizes for target genes are determined by the degree method, and node color indicates the cell type. (D) PPI analysis of differentially downregulated genes targeted by differentially upregulated miRNAs in hippocampal tissues, derived from mRNA sequencing datasets and small-RNA sequencing datasets. PPI network analyzed by STRING and MCODE, node sizes for target genes are determined by the degree method, and node color indicates the cell type.
(TIF) Click here for additional data file.

S1 Table mRNA sequencing datasets from hippocampal and hypothalamic tissues of young and aged mouse brain during aging. (XLSX) Click here for additional data file.

S2 Table miRNA sequencing datasets from hippocampal and hypothalamic tissues of young and aged mouse brain during aging. (XLSX) Click here for additional data file.

S1 Dataset Minimal data set for Fig 4D. (TIF) Click here for additional data file.

S2 Dataset Minimal data sets for Fig 4C, 4E, S4D and S4E Fig. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

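The analysis used the mRNA and small-RNA libraries of hypothalamic and hippocampal tissues from 3 young and 3 aged mice, 12 libraries of each kind. For mRNA, the authors filtered reads with SOAPnuke, mapped them with HISAT, quantified them with Bowtie2 and RSEM, and deposited expected counts per gene for each library. The expected counts are not normalized and hold fractions of reads shared between genes, and they were rounded to whole numbers here. The authors also deposited FPKM values from RSEM, which scale for transcript length and library size, and these were used in alternatives only. For small RNA, the authors used miRDeep2 and deposited read counts per precursor and mature arm, which are not normalized. Mature names listed under more than 1 precursor were given the highest count. Library totals and the number of detected genes and miRNAs are given with the results, and no library was left out. With groups of 3, no library was tested as an outlier.

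Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes and miRNAs were filtered with filterByExpr, normalized with TMM and compared by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. The mRNA libraries of each tissue were fitted alone, and the small-RNA libraries were fitted together with 4 groups of tissue and age. A gene or miRNA was called at a fold change over 1.5 and an adjusted p-value under 0.05. Interactions of age and tissue were tested over 12 libraries and called at an adjusted p-value under 0.05. Fold changes against a group at or under 3 counts in every library are given as lower bounds against that floor. The Methods of the paper name the Wald test of DESeq2 for each comparison pair in the section on differential expression, which opens with small-RNA sequencing and can be read as covering mRNA as well. The main test here is thus not the one named for miRNAs, nor, on that reading, for genes. DESeq2 was run here as an alternative for genes and miRNAs. A gene described as no DEG failed edgeR's test, which does not mean that DESeq2 failed to call it. The tests of genes, miRNAs, lists and terms were tested on simulated data.

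Genes and miRNAs are described one by one under a rule written before the data were examined, as were the tests and most alternatives. The rule covers every gene and miRNA that the results section or Figs 2 to 4 name for these libraries, and members of a list where that list is described. It also covers, per tissue and direction, the 5 genes and the 5 miRNAs with the largest change among those called whose young and aged libraries do not overlap. Gene lists were written by hand, after the S1 and S2 Tables of the paper were read, and so are not independent of its DEGs. They cover complement, coagulation, antigen presentation (class I and class II), interferon response, extracellular matrix and meninges, microglia, disease-associated microglia, astrocyte, myelin, oligodendrocyte precursors, neurogenesis and proliferation. Further lists cover immediate early genes, hemoglobin, choroid plexus, cholinergic septum, striatum, clustered protocadherins, circadian output, genes antiphase to it, and genes that differ between C57BL/6 substrains. Lists with at least 4 tested genes were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. Lists of miRNAs cover the cluster of miR-322, miR-503 and miR-542 on chromosome X, the Sfmbt2 cluster, the miR-17/92 family and the Dlk1-Dio3 cluster. GO terms with 10 to 500 tested genes were tested by a hypergeometric test of the DEGs. Seed sites were searched in GENCODE M21 3′UTRs on GRCm38, and 99.0% of hypothalamic and 99.1% of hippocampal tested genes had a 3′UTR.

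The alternatives for genes were DESeq2, the size factors of DESeq2 in edgeR, every gene with at least 1 read, genes with at least 10 counts in every library, and all 12 libraries in a single fit. Further ones were limma on log2(FPKM + 0.1) and on log2(FPKM + 1) for genes with an FPKM of at least 0.5 in at least 3 libraries, no limit on the fold change, and each mouse left out in turn. For miRNAs, the alternatives also included scaling by total reads, limma on log2(RPM + 1), each tissue fitted alone, and names with identical counts merged, which concerns 30 names in 14 groups. The mouse number served as a block in an alternative of the interaction tests. Other alternatives were added after seeing the data, and they are marked as such where they are reported. The snRNA-seq data, quantitative PCR, transfections and cytokine arrays were not analysed here, nor were KEGG pathways and TargetScan predictions.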

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

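All tests of explanations in this part were chosen only after the results were seen, so each explanation is a hypothesis drawn from and tested on the same libraries.

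The age effect on proliferation genes differed between the tissues, which the paper does not report. Their median log2 fold change was −0.32 in the hypothalamus and −0.95 in the hippocampus, a median difference of −0.67 over 27 genes (fry adjusted p = 0.00113). In the hippocampus 27 of 27 genes were lower in aged mice (fry adjusted p = 0.000801, camera adjusted p = 6.66e-22), and in the hypothalamus 22 of 23 (fry adjusted p = 0.02003, camera adjusted p = 0.0187). The hypothalamic result passed fry in 2 of 6 fits without a mouse (0.00862 to 0.0851). Adjusted over the list alone, 20 genes passed in the hippocampus and 0 in the hypothalamus. The most abundant gene, Spc24, went from 14.7 ± 2.13 to 8.66 ± 1.19 CPM in the hippocampus, and the levels of the list are low. Of the 27 tested hippocampal genes, 13 are among the paper's DEGs and 0 in another list. The difference held with the mouse number as a block (fry adjusted p = 0.00643) and without any 1 mouse (fry adjusted p from 0.000128 to 0.0392), the value nearest 0 being −0.58 without aged mouse 5, which argues against a single mouse as its source. After trends of the fold changes on GC content and transcript length were removed, it was −0.66, which argues against such a trend. Less cell division in the aged hippocampus may explain it, and differences in the dissected regions stay open. Lists that mark neighbouring regions had lower medians in the aged hippocampus as well, −0.81 for cholinergic septum (9 of 13 lower) and −0.52 for striatum (17 of 17 lower). In the hypothalamus these were 0.04 and −0.11. Neither hippocampal fall passed fry (adjusted p = 0.0630 and 0.382). Whether less neighbouring tissue lowered the proliferation genes was not tested.

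The age effect on microglia genes also differed between the tissues, but not with the mouse number as a block (fry adjusted p = 0.0534). Their median was 0.23 in the hypothalamus and −0.14 in the hippocampus, a median difference of −0.37 (fry adjusted p = 0.0138), with 16 of 20 genes higher in the aged hypothalamus (fry adjusted p = 0.00298, passing without any 1 mouse) and 16 of 20 lower in the aged hippocampus (fry adjusted p = 0.252). The camera adjusted p-values were 8.59e-07 and 0.0290, and with each mouse left out they reached 2.87e-05 and 0.195. Ctss and Ptprc were called in the hypothalamus, and 9 genes passed there when adjusted over the list alone, against 0 in the hippocampus. Csf1r, the most abundant of them in the hippocampus, went from 139 ± 15.6 to 117 ± 2.10 CPM there. All 20 genes of the list are expressed in both tissues, 1 is in another list, and 1 is among the paper's hypothalamic DEGs. The difference was −0.35 after the trends on GC content and transcript length were removed, which argues against such a trend. A smaller share of neurons would raise the genes of all other cell types, while myelin genes fell in the hypothalamus, with a median of −0.37 (fry adjusted p = 0.00653), which argues against it as the only source. For the rise in the hypothalamus, a smaller share of oligodendrocytes cannot be told apart from a change in microglia. The astrocyte genes, which it would raise too, went both ways there, 5 of 16 higher and 11 of 16 lower, with a median of −0.05. In the hippocampus, 17 of 19 myelin genes were lower (median −0.53, fry adjusted p = 0.0770), so a smaller share would raise the other genes there too. Instead, 16 of 20 microglia and 13 of 16 astrocyte genes were lower (medians −0.14 and −0.16, negative with each mouse left out). These values argue against it as the only source of the difference between the tissues. Whether 1 mouse decides the difference cannot be told apart from a general one, since 1 of 6 fits that left out a mouse passed, the one without young mouse 1 (fry adjusted p from 0.000292 to 0.183), with medians of −0.39 to −0.30, and groups of 2 remain.

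MiR-296-5p was the only one of the 715 tested miRNAs with an age-by-tissue interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The age effect in the hippocampus minus that in the hypothalamus was −1.43 (adjusted p = 0.0215), and it was lower in all 3 aged libraries of both tissues. In the hypothalamus the change was −0.51 (adjusted p = 0.301 from the same test). With total reads as the scaling, the difference was −1.57, which argues against the scaling as its source. Whether 1 mouse decides it cannot be told apart from a general effect, because the interaction passed in 1 of 6 fits that left out a mouse, without aged mouse 6 (adjusted p = 0.0240), and the other fits gave adjusted p-values of 0.0789 to 0.343 with differences of −1.55 to −1.21. With the mouse number as a block, the adjusted p-value was 0.108 and the interaction did not pass, and over the other alternatives that keep all mice the values ran from 7.35e-07 to 0.0296. With every miRNA of at least 1 read, miR-19b-3p passed as well (difference −1.66, adjusted p = 0.000270, against 0.707 among the 715), and its adjusted p-value was lower than that of miR-296-5p there (0.00402).

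Clustered protocadherin genes, which the paper does not discuss as a group, were higher in aged mice in both tissues. The median was 0.35 in the hypothalamus (52 of 57 higher, camera adjusted p = 3.97e-18, fry adjusted p = 0.00680) and 0.35 in the hippocampus (50 of 57 higher, camera adjusted p = 9.91e-20, fry adjusted p = 0.00477). Under fry, it passed without any 1 mouse in both tissues, and 27 and 29 genes passed when adjusted over the list alone. Summed over the 3 clusters, the level rose from 933 ± 36.9 to 1110.0 ± 11.6 CPM and from 1094 ± 61.8 to 1289 ± 33.0 CPM, without overlap. Pcdhgc3, the most abundant of them in the hypothalamus, did not rise, going from 182 ± 8.78 to 180.5 ± 7.87 CPM. Of the 57 genes, 10 are among the paper's DEGs in the hypothalamus and 11 in the hippocampus. After removal of trends on GC content and transcript length, the medians were 0.32 and 0.31. The summed counts, where reads moved between near-identical members cancel, rose by log2 ratios of 0.25 and 0.24. Other tested genes of 1 exon, on which genomic DNA or unspliced RNA would act as well, had medians of 0.02 and 0.01. These values argue against a trend on GC content and transcript length and against moved reads. They argue against genomic DNA or unspliced RNA for members of 1 exon alone, such as 20 Pcdhb genes. For members with more exons, and for unspliced RNA that arises within the clusters, the comparison cannot decide. A change of the neurons with age may explain the rise, as a hypothesis.

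Genes of the circadian output were lower and genes antiphase to them higher in aged mice. The output list had a median of −0.21 in the hypothalamus (9 of 12 lower, fry adjusted p = 0.0126) and −0.24 in the hippocampus (8 of 12 lower, fry adjusted p = 0.0902), with camera adjusted p-values of 2.01e-06 and 0.000269. The antiphase list had medians of 0.23 (4 of 4 higher, fry adjusted p = 0.0369, camera adjusted p = 0.0169) and 0.36 (4 of 4 higher, fry adjusted p = 0.0183, camera adjusted p = 0.00103), the opposite direction, which a scaling of the libraries cannot give. Adjusted over the list alone, 7 and 7 output genes passed, and 3 and 3 antiphase genes. Dbp (NCBI gene 13170) changed by −1.02 in the hypothalamus (adjusted p = 0.000397 from the same quasi-likelihood test) and −1.23 in the hippocampus (adjusted p = 0.0187), the hippocampal call being lost with mouse 2 or 4 left out (adjusted p from 0.128 to 0.150). Ciart changed by −0.62 (adjusted p = 0.00894) and −1.00 (adjusted p = 0.0446). Its hypothalamic call was lost with mouse 2 left out (adjusted p = 0.0640), and the hippocampal one with mouse 2, 3, 4, 5 or 6 left out (adjusted p from 0.0692 to 0.245). Tef, the most abundant output gene, went from 339 ± 11.3 to 289.8 ± 11.6 CPM in the hypothalamus and from 455 ± 41.2 to 369.6 ± 14.9 CPM in the hippocampus. Under fry, the output list passed in 5 of 6 fits without a mouse in the hypothalamus (adjusted p 0.0126 to 0.0714) and in 1 of 6 in the hippocampus (0.0182 to 0.266), and the antiphase list in 0 of 6 (0.0508 to 0.133) and 3 of 6 (0.0169 to 0.0650). Without trends on GC content and transcript length, the output medians were −0.21 and −0.25. A change of the clock with age cannot be told apart from brains of the ages collected at different times of day, since the paper gives a light cycle from 7:00 to 19:00 but no time of collection, and the ages would then differ in time as well.

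Genes listed here as differing between C57BL/6 substrains also differed between the ages, which the paper does not discuss. Crb1 rose by 2.18 in the hypothalamus, as described, and by 2.81 in the hippocampus (adjusted p = 0.0661 from the same quasi-likelihood test, DESeq2 adjusted p = 0.00255), with no interaction (adjusted p = 0.999) and adjusted p-values of 0.00255 to 0.0670 over the hippocampal alternatives that keep all mice. Entpd4b (NCBI gene 100862375, chromosome 14, 69555401 to 69584940) rose by 1.04 (adjusted p = 0.000179) in the hypothalamus and 1.05 (adjusted p = 0.00226) in the hippocampus, from 93.4 ± 7.16 to 192 ± 3.65 CPM and from 83.3 ± 5.92 to 172 ± 5.76 CPM, without overlap, and it stayed a DEG in both tissues with each mouse left out. Summed with its near copy Entpd4, the log2 ratios were 1.03 and 1.04, which argues against reads moved between the copies. Of the 3 genes with a direction, Nnt, Gabra2 and Crb1, 3 moved in the hypothalamus as if the aged mice were C57BL/6J and the young mice C57BL/6N. Beside this, Cyfip2 changed by 0.18 (adjusted p = 0.0691) and 0.27 (adjusted p = 0.129), and Ide by −0.05 (adjusted p = 0.653) and −0.00 (adjusted p = 0.975). The list of genes that differ in either direction had medians of 0.18 and 0.27 (fry adjusted p = 0.447 and 0.448, camera adjusted p = 0.584 and 0.759). Of its 5 tested genes, 3 were higher and 2 lower in each tissue. As run here, both tests look for a shift in a single direction, so they cannot speak against a substrain difference for this list. The paper gives C57BL/6J for all mice, from 2 suppliers, without stating which age came from which. An effect of age on these genes and mice of different substrains in the age groups cannot be told apart, because every library carries the same confounding and no genotype was used here.

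Clusters of miRNAs changed together. All 9 tested miRNAs of the cluster of miR-322, miR-503 and miR-542 on chromosome X were lower in both tissues, with medians of −0.53 (fry adjusted p = 0.0123) and −0.80 (fry adjusted p = 0.00474). Relative to the median of all miRNAs, and at the scaling nearest 0, the shifts were −0.49 and −0.60, and without the trend on GC content of the mature sequences the medians were −0.44 and −0.89, which argues against both as sources. The Sfmbt2 cluster, of 44 names, had medians of −0.50 (6 higher, fry adjusted p = 0.0144) and −0.73 (5 higher, fry adjusted p = 0.00474). Its shifts were −0.35 and −0.35 at the scaling nearest 0, −0.46 and −0.56 without the GC trend, and its medians −0.48 and −0.74 with names of identical counts merged. The miR-17/92 family had a median of −0.58 in the hippocampus (4 of 18 higher, fry adjusted p = 0.00153) and −0.06 in the hypothalamus (fry adjusted p = 0.243), and this difference between the tissues was not tested. In the hippocampus, the 3 groups passed fry without any 1 mouse, with medians of −1.01 to −0.67 for the X cluster, −1.00 to −0.42 for the Sfmbt2 cluster and −0.62 to −0.39 for the miR-17/92 family. In the hypothalamus, the X cluster passed in 4 and the Sfmbt2 cluster in 3 of 6 such fits (highest adjusted p = 0.0769), and the medians ran from −0.72 to −0.34 and from −0.57 to −0.43. Age-related loss of shared primary transcripts may explain the joint fall, as a hypothesis.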

How the results depend on the processing

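No tests of explanations belong to this part, and the alternatives named as added were chosen only after the results were seen.

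The number of hypothalamic DEGs, 108, lay between 102 and 113 with the size factors of DESeq2, other filters and a fit of all 12 libraries, and at 150 with DESeq2. It fell to 69 on log2(FPKM + 1) and rose to 379 without a limit on the fold change. With each mouse left out it ran from 32 without young mouse 2 to 237 without young mouse 3, and 30 and 106 of these were among the 108. The 43 hippocampal DEGs became 222 with DESeq2, 271 in a fit of all 12 libraries and 218 with DESeq2 on every gene with at least 1 read, an added alternative. They became 4 without aged mouse 4 and 81 without young mouse 1, of which 4 and 35 were among the 43. The 23 DEGs of both tissues became 62 with DESeq2, 57 with all 12 libraries, 65 with the added DESeq2 setting and 37 without a limit on the fold change, and 4 to 19 with each mouse left out, lowest without mouse 4 and highest without mouse 1. The interaction of age and tissue gave 3 genes with DESeq2 and 0 in every other setting, while 355 to 869 genes had an unadjusted p-value under 0.05.

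Of 4 hypothalamic miRNAs, DESeq2 called 8, every miRNA with at least 1 read gave 9, the tissue fitted alone 1, and an added DESeq2 setting with a prior, counts summed over precursors and names read in every library 9. With each mouse left out there were 1 to 2, the 2 without aged mouse 4. The 29 hippocampal miRNAs became 56 with every miRNA of at least 1 read, 45 with limma on log2(RPM + 1) and 45 with the added DESeq2 setting, and 2 without young mouse 2 to 31 without aged mouse 6. The 2 miRNAs of both tissues became 5 with DESeq2, 5 with every miRNA of at least 1 read and 6 with the added DESeq2 setting. They became 1 with each tissue fitted alone, 1 with counts summed over precursors and 1 with names read in every library, the last 2 added, and 1 without any of the mice. The 1 miRNA with an interaction became 2 with every miRNA of at least 1 read, and 1 without aged mouse 6 but 0 without any other mouse.

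The mouse number as a block gave 0 miRNAs with an interaction (28 with an unadjusted p-value under 0.05, and miR-296-5p at an adjusted p of 0.108) and 0 genes (869). Among the lists whose effect differed between the tissues, the block gave fry adjusted p-values of 0.00643 for proliferation and 0.0534 for microglia, and it changed no other call. After removal of group means, the same number correlated at −0.155 to 0.374 across the tissues, with positive values for every young mouse and negative ones for some aged mice. With so few mice per group, these correlations cannot decide whether equal numbers mark the same mouse. The labels number the mice alike in both tissues, so pairing stays possible, and the block would then be the better test. The tissue differences of microglia genes and of miR-296-5p, which did not pass with the block, thus depend on this open question.

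Of the gene lists, 15 in the hypothalamus and 18 in the hippocampus passed camera, 8 and 7 passed fry, and 0 and 3 camera with an estimated correlation, the 3 being proliferation, neurogenesis and clustered protocadherins. Microglia genes differed between the tissues by −0.39, without mouse 1, to −0.30, without mouse 2. GO terms for upregulated hypothalamic DEGs, 3, became 0 without a limit on the fold change (81 with an unadjusted p-value under 0.05) and 9 with camera, and ran from 0 to 3 with each mouse left out (added), 0 without mouse 1, 2, 4 or 6. Terms for downregulated hypothalamic DEGs, 0, became 1 without a limit on the fold change and 32 with camera, and 0 to 7, the 7 without aged mouse 4. For the hippocampus, the 1 term for upregulated DEGs became 18 with camera and 0 to 1 with each mouse left out, the 1 without mouse 1, and the 0 terms for downregulated DEGs became 13 with camera and 13 without mouse 1. Seed tests passing, 4 of 8, became 0 with sites of 8 bases and 0 with the added matching on GC content.

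Named genes gave 110 values, some of them not called with all mice. With each mouse left out, 53 kept their status, which can be called or not called. In at least 1 such fit, 44 lost a call, 11 gained one and 2 changed direction. Over the other settings 57 kept their status, 16 lost and 37 gained a call in at least 1. Of 22 values of named miRNAs, 8 kept their status with each mouse left out and 14 lost a call. Over the other settings 10 kept their status, 8 lost and 4 gained a call. A kept status is thus not always a kept call. The changes of direction were small: Ide in the hippocampus moved to 0.02, 0.01 and 0.02 without mouse 3, 5 or 6, its lowest value being −0.04 without mouse 4, and F3 there to 0.04 and 0.02 without mouse 3 or 5, its lowest being −0.08 without mouse 1. The correlation of C4b with miR-542-3p went from 0.144 to −0.347 without mouse 4 and to 0.411 without mouse 5. The cause of these dependences was not tested. Mapping, quantification and miRNA counting from reads were not run under alternatives.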

Differences from the paper's values

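No tests of explanations belong to this part, and the settings named as added were chosen only after the results were seen.

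The paper names the Wald test of DESeq2 for each comparison pair in its section on differential expression, which can be read as covering mRNA as well as miRNAs, while the counts here come from edgeR's quasi-likelihood test. Counts are called close to the paper when they differ by at most a factor of 1.5. The paper reports 83 upregulated and 117 downregulated hippocampal DEGs, against 16 and 27 here. DESeq2 (87 and 135) and a fit of all 12 libraries (97 and 174) came close to the paper, and so did DESeq2 on every gene with at least 1 read (88 and 130), an added setting chosen after seeing the values. In both tissues the paper counts 20 upregulated and 34 downregulated DEGs, against 8 and 15 here. Close to these were DESeq2 (20 and 42), all 12 libraries (23 and 34), the added setting chosen after seeing the values (22 and 43) and, for the upregulated genes alone, no limit on the fold change (16). Of the paper's 63 upregulated and 83 downregulated DEGs of the hippocampus alone, 8 and 12 were counted here. DESeq2 (67 and 93) and the added setting chosen after seeing the values (66 and 87) were close, while all 12 libraries were close for the upregulated genes (74) but not for the downregulated ones (140). None of the other alternatives, among them the size factors of DESeq2, other filters, limma on FPKM values and each mouse left out, came close to any of these counts.

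For the hypothalamus, the paper counts 6 upregulated miRNAs, against 1 here, 5 with DESeq2 and 5 with every miRNA of at least 1 read, both close to the paper. For the hippocampus it counts 29 downregulated miRNAs, against 15 here, and DESeq2 (25), scaling by total reads (33), every miRNA with at least 1 read (34) and limma on log2(RPM + 1) (42) came close. The paper's 3 miRNAs upregulated in both tissues were 0 here, and DESeq2 (2) and every miRNA with at least 1 read (2) came close. DESeq2 with a prior, summed counts and names read in every library, an added setting chosen after seeing the values, gave 6, 29 and 3. The other alternatives did not come close to these counts. The paper names 2 hypothalamic and 13 hippocampal downregulated miRNAs as targeting C4b, while 0 of the 3 and 0 of the 15 miRNAs called as downregulated here had a site in its 3′UTR. The paper's own downregulated miRNAs were not searched as a set, so these counts are over different miRNAs. In 2 predicted RefSeq models with another 3′UTR, examined after seeing the values, miR-542-3p has 1 site, so that at least 1 downregulated miRNA of each tissue has a site there. The other downregulated miRNAs, apart from miR-322-3p with 0 sites, were not counted in these models.

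Log2 fold changes are called close when their gap to the paper is at most the standard error of the fit in question, so an equal value can be close in a fit with a larger error. Of the log2 fold changes compared, 100 were close and 19 were not, with a largest gap of 1.41, and fits without a mouse were not compared. In the hippocampus, the log2 fold changes not close in any alternative that tested the gene were those of Cd22 (1.4 in the paper, 2.81 here), Defb1 (1.4 in the paper, 2.23 here), Ly9 (1.1 in the paper, 1.89 here), Cd209a (1.2 in the paper, 2.16 here), Ccnb1 (−1.54 in the paper, −2.78 here), Top2a (−1.94 in the paper, −2.42 here) and Crb1 (1.54 in the paper, 2.81 here), and the log2 fold change of Igf2bp2 (−1.69 in the paper, −2.44 here) was not close either. In the hypothalamus they were those of Lrmda (1.08 in the paper, 2.05 here), Aplnr (−1.45 in the paper, −2.65 here), Gm38666 (1.89 in the paper, 2.79 here) and Clec7a (1.19 in the paper, 1.92 here). For H2-Aa (1.32 in the paper, 1.56 here), DESeq2 (1.57), all 12 libraries (1.56) and log2(FPKM + 0.1) (1.45) count as close to the paper. For Itgad (−1.17 in the paper, −1.49 here), DESeq2 (−1.49) and all 12 libraries (−1.48) do so. For Muc1 (−1.07 in the paper, −1.35 here), DESeq2 (−1.36) and log2(FPKM + 0.1) (−1.19) are close. DESeq2 on every gene with at least 1 read, chosen after seeing the values, is close for these 3 genes as well (1.57, −1.49 and −1.36). The value of Dynlt1b (−1.36 in the paper, −1.81 here) is met on log2(FPKM + 1) alone (−1.64), and those of Crb1 (1.82 in the paper, 2.18 here) and Bdkrb2 (1.61 in the paper, 2.09 here) on log2(FPKM + 0.1) alone (1.69 and 1.80). For miR-5100 (2 in the paper, 2.90 here), the added DESeq2 setting with a prior gave 2.00, a setting chosen after seeing the values, and no other alternative was close. As fold changes, the paper gives 4.05 for Methig1 and 4.18 for Bdkrb2 in the hippocampus, and here they were at least 7.47-fold and at least 8.44-fold higher, with no alternative for these bounds.

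Several items that the paper calls were not called here, and the settings that do call them are these. In the hippocampus, Cd22, Irak3, Defb1, Ly9, C1ql3, Fam8a1, Phkg1, Polr3e, H2-Eb1, Hspa1a, Cd209a, Carns1, Sardh, Zbtb16, Sgk2, Btbd16, Eln, Tspan2, Ddah2, Cd248 and Crb1 were called by DESeq2, with all 12 libraries and with DESeq2 on every gene with at least 1 read, the last chosen after seeing the values. These 3 settings also called Spag6 (and log2(FPKM + 1)), Cd74 (and every gene with at least 1 read, log2(FPKM + 0.1), log2(FPKM + 1) and the fit without mouse 1), Mlph (and every gene with at least 1 read and at least 10 counts in every library), Srd5a1 (and every gene with at least 1 read and log2(FPKM + 0.1)), Hist1h1c (and log2(FPKM + 0.1)), Zc3hav1 (and the fit without mouse 1) and Cldn11 (and the fit without mouse 5). Hspa1b was called in the fit without mouse 1 alone. In the hypothalamus, DESeq2 and the added DESeq2 setting called Fos, and they called Kcnh7 and Pln with the fit without mouse 3, Glra3 with those without mouse 3 or 5, Tpm2 with those without mouse 3 or 4, and Sgk2 with that without mouse 6. Cd248 was called by these 2 settings, with all 12 libraries and without mouse 3. Nat8f1 was called by the 2 DESeq2 settings, with every gene of at least 1 read, on log2(FPKM + 0.1) and log2(FPKM + 1), and without mouse 3. Lrmda was called with all 12 libraries, on log2(FPKM + 0.1) and on log2(FPKM + 1). MiR-322-3p was called in the hippocampus by DESeq2, total reads, limma on log2(RPM + 1) and the added DESeq2 setting with a prior, which also called miR-5100, miR-8114 and miR-3084-3p in the hypothalamus. There, DESeq2 called miR-8114 and miR-3084-3p, and every miRNA with at least 1 read called miR-5100.

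The paper cites a report of Defb1, Spag6 and Ly9 as downregulated in hippocampal tissue of 12-month-old mice, while the values here rise with age, as do those the paper gives.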

Other observations

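All tests of explanations in this part were chosen only after the results were seen.

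Fold changes rose with transcript length in both tissues, with Spearman correlations across genes, which are not independent, of 0.354 in the hypothalamus and 0.395 in the hippocampus. Over other settings they were 0.266 to 0.425 and 0.330 to 0.431. As strong a correlation came from 4 of the 10 splits of the 6 mice in the hypothalamus, up to 0.489, and from 1 of the 10 splits in the hippocampus, where the largest other was 0.360. In the hypothalamus it may thus come from the differences between single libraries, such as their RNA quality. After the trends on GC content and transcript length were removed, 124 genes (75 upregulated) were called in the hypothalamus and 38 (16 upregulated) in the hippocampus, of which 90 and 31 were among the 108 and 43 called before, so the trends do not account for most calls. C4b then changed by 1.21 (adjusted p = 0.000775 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.29 (adjusted p = 0.0217), and the complement list reached fry adjusted p-values of 0.0339 and 0.0416.

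Myelin genes were lower in aged tissues, with medians of −0.37 in the hypothalamus and −0.53 in the hippocampus (14 of 19 and 17 of 19 lower, camera adjusted p = 9.21e-18 and 2.44e-13, fry adjusted p = 0.00653 and 0.0770). Under fry the hypothalamic result held without any 1 mouse, and the hippocampal one in none. Mbp went from 4886 ± 203 to 4287 ± 348 CPM in the hypothalamus and from 4493 ± 363 to 3493 ± 597 CPM in the hippocampus. Of 19 genes, 6 and 8 are among the paper's DEGs. Neurogenesis genes had medians of −0.18 and −0.43 (camera adjusted p = 0.00394 and 1.97e-08, fry adjusted p = 0.0484 and 0.00477), the hippocampal result holding without any 1 mouse under fry and the hypothalamic one in 1 of 6 such fits (0.0158 to 0.145). Genes of oligodendrocyte precursors and newly formed oligodendrocytes had medians of −0.15 and −0.21 (camera adjusted p = 0.0287 and 1.31e-06, fry adjusted p = 0.0577 and 0.0292). For these, fry passed in 1 of 6 fits without a mouse in the hypothalamus (adjusted p 0.0300 to 0.147) and in 1 of 6 in the hippocampus (0.0491 to 0.0937), and the hypothalamic camera adjusted p-value reached 0.347. Each of these 2 lists holds 1 gene of another list and 5 of the paper's hippocampal DEGs.

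Disease-associated microglia genes had medians of 0.16 in the hypothalamus and 0.13 in the hippocampus (camera adjusted p = 0.00697 and 0.0290, fry adjusted p = 0.0484 and 0.0369), and in no fit without a mouse did fry pass, while the camera adjusted p-values reached 0.0887 and 0.0858. Ctsb, the most abundant of them, went from 676 ± 51.6 to 695 ± 28.9 CPM and from 599.8 ± 48.3 to 629 ± 21.8 CPM. Astrocyte genes had a median of −0.16 in the hippocampus (camera adjusted p = 0.00430, fry adjusted p = 0.0727), and Slc1a2 went from 2460 ± 136 to 2725 ± 294 CPM there. In the hypothalamus their camera adjusted p-value was 0.0465, up to 0.118 with each mouse left out, and their fry adjusted p-value 0.123. Immediate early genes had medians of −0.11 and −0.23 (camera adjusted p = 0.0712 and 0.000895, fry adjusted p = 0.428 and 0.0770).

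Lists that mark blood or neighbouring regions were uneven between libraries. Hemoglobin genes had medians of −0.64 and −0.88 (camera adjusted p = 0.00145 and 0.000539, fry adjusted p = 0.180 and 0.179), with Hbb-bs going from 179 ± 66.2 to 88.6 ± 27.0 CPM and from 234 ± 104 to 123 ± 28.2 CPM. With each mouse left out, the hemoglobin medians ran from −0.85 to −0.25 in the hypothalamus and from −1.12 to −0.42 in the hippocampus. Choroid plexus genes had medians of −0.17 and −0.30 (camera adjusted p = 0.502 and 0.0254, fry adjusted p = 0.820 and 0.448), with Ttr going from 359 ± 295 to 359 ± 404 CPM and from 2049 ± 433 to 1677 ± 847 CPM, and the hippocampal camera adjusted p-value reached 0.767 with each mouse left out. Their medians in these fits ran from −0.94 to 0.30 in the hypothalamus and from −0.75 to 0.01 in the hippocampus. Striatum genes had medians of −0.11 and −0.52 (camera adjusted p = 0.502 and 0.00117, fry adjusted p = 0.687 and 0.382), with Ppp1r1b going from 486 ± 223 to 284 ± 93.3 CPM in the hippocampus, where the median ran from −0.85 to −0.09 and the camera adjusted p-value reached 0.270 with each mouse left out. Cholinergic septum genes had medians of 0.04 and −0.81 (camera adjusted p = 0.897 and 3.57e-05, fry adjusted p = 0.987 and 0.0630), with Ache going from 80.3 ± 2.28 to 63.3 ± 14.4 CPM in the hippocampus. In the hippocampus, 4 cholinergic septum genes and 2 striatum genes are among the paper's DEGs.

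The Dlk1-Dio3 cluster of 89 miRNAs had medians of −0.15 (27 higher, fry adjusted p = 0.0123) and −0.14 (30 higher, fry adjusted p = 0.00505). Under fry it passed in 3 of 6 hypothalamic and 6 of 6 hippocampal fits without a mouse. F3, which encodes tissue factor, changed by 0.19 in the hypothalamus (adjusted p = 0.0835 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by −0.02 in the hippocampus (adjusted p = 0.924 from the same test), at 66.2 ± 1.49 to 75.4 ± 2.78 CPM and at 48.7 ± 4.15 to 48.1 ± 2.35 CPM.

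The shifts of genes with seed sites followed the base composition of the 3′UTRs. Over 584 seeds of all tested miRNAs, the Spearman correlation of seed GC content and shift was −0.621 in the hypothalamus and −0.814 in the hippocampus, and −0.136 and −0.100 after matching on GC content, so base composition is a likely source of the shifts. After that matching, 28.6% of seeds had a shift as high as miR-322-3p in the hippocampus, and 4.5% a shift as low as miR-8114. In the hypothalamus, the matched shift of miR-322-3p was −0.008, the direction opposite to less repression, with 1.5% of seeds as low. That of miR-8114 was 0.0037 there, opposite to more repression, with 45.9% of seeds as low. In the hippocampus, less repression by miR-322-3p and more by miR-8114 cannot be told apart from such background. Other seeds reach as far, and no test passed with lists matched on GC content. The smallest p-value that 10000 random lists can give in these tests is 0.0002. In 4 of the 10 splits of the 6 mice, as many seed tests passed as in the real one, and 5 or 6 passed in some.

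For the other results, the 6 mice were split into 3 and 3 in each of the 10 possible ways, which cannot give a share under 0.1. As many called genes as between the ages came from 1 of the 10 splits in the hypothalamus, the real one (108 genes, at most 13 in another split), 1 in the hippocampus (43, at most 0) and 1 for both tissues (23, at most 0). For the age-by-tissue interaction, 10 of the 10 splits gave at least the 0 genes of the real one, and the most was 4. For miRNAs, 1 of the 10 splits gave as many calls in the hypothalamus, 1 in the hippocampus, 1 for both tissues and 1 for the interaction, the real split in each case. The gene lists passing with camera were as many in 1 of the 10 splits in the hypothalamus and 1 in the hippocampus, but other splits passed up to 12 of 22, against 15 and 18. Among GO terms, 1 of the 10 splits in each tissue gave as many for upregulated genes, and 10 of the 10 splits as many, 0, for downregulated genes, where 69 and 50 had an unadjusted p-value under 0.05.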
